# Systematic analysis of palatal transcriptome to identify cleft palate genes within TGFβ3-knockout mice alleles: RNA-Seq analysis of TGFβ3 Mice

**DOI:** 10.1186/1471-2164-14-113

**Published:** 2013-02-20

**Authors:** Ferhat Ozturk, You Li, Xiujuan Zhu, Chittibabu Guda, Ali Nawshad

**Keywords:** RNA-Seq, Next-generation sequencing, TGFβ3, Knockout, Transcriptome, Cleft palate, Palatogenesis, Palate, Craniofacial

## Abstract

**Background:**

In humans, cleft palate (CP) accounts for one of the largest number of birth defects with a complex genetic and environmental etiology. TGFβ3 has been established as an important regulator of palatal fusion in mice and it has been shown that TGFβ3-null mice exhibit CP without any other major deformities. However, the genes that regulate cellular decisions and molecular mechanisms maintained by the TGFβ3 pathway throughout palatogenesis are predominantly unexplored. Our objective in this study was to analyze global transcriptome changes within the palate during different gestational ages within TGFβ3 knockout mice to identify TGFβ3-associated genes previously unknown to be associated with the development of cleft palate. We used deep sequencing technology, RNA-Seq, to analyze the transcriptome of TGFβ3 knockout mice at crucial stages of palatogenesis, including palatal growth (E14.5), adhesion (E15.5), and fusion (E16.5).

**Results:**

The overall transcriptome analysis of TGFβ3 wildtype mice (C57BL/6) reveals that almost 6000 genes were upregulated during the transition from E14.5 to E15.5 and more than 2000 were downregulated from E15.5 to E16.5. Using bioinformatics tools and databases, we identified the most comprehensive list of CP genes (n = 322) in which mutations cause CP either in humans or mice, and analyzed their expression patterns. The expression motifs of CP genes between TGFβ3+/− and TGFβ3−/− were not significantly different from each other, and the expression of the majority of CP genes remained unchanged from E14.5 to E16.5. Using these patterns, we identified 8 unique genes within TGFβ3−/− mice (*Chrng, Foxc2, H19, Kcnj13, Lhx8, Meox2, Shh,* and *Six3)*, which may function as the primary contributors to the development of cleft palate in TGFβ3−/− mice. When the significantly altered CP genes were overlaid with TGFβ signaling, all of these genes followed the Smad-dependent pathway.

**Conclusions:**

Our study represents the first analysis of the palatal transcriptome of the mouse, as well as TGFβ3 knockout mice, using deep sequencing methods. In this study, we characterized the critical regulation of palatal transcripts that may play key regulatory roles through crucial stages of palatal development. We identified potential causative CP genes in a TGFβ3 knockout model, which may lead to a better understanding of the genetic mechanisms of palatogenesis and provide novel potential targets for gene therapy approaches to treat cleft palate.

## Background

Cleft palate (CP) is the second most common birth defect (1/800 live births) in humans, and is caused by the lack of fusion of the embryonic palatal shelves early in gestation (6–10 weeks) [1]. The formation of a continuous palate is a complex process involving multiple steps, including: palatal shelf growth, elevation, attachment, and fusion. The stages of palatogenesis are regulated by numerous genes that are essential for normal palate development. Our laboratory has a long-standing interest in identifying the genetic and molecular mechanisms that regulate palatogenesis in order to understand the factors involved in the development of orofacial clefts [2-11]. It has been shown that both genetic and environmental elements contribute to the development of cleft palate [12,13]. We previously presented that Transforming Growth Factor (TGF)-β isoforms play essential roles in the regulation of palatal morphogenesis, including the finding that TGFβ3 mediates palatal fusion both in primary cells and organ culture [5,14,15]. According to several population-based mutation screening studies, TGFβ3 is considered a candidate gene for non-syndromic CP in humans [16-22]. Furthermore, TGFβ3 knockout mice are born with CP but lack other major defects [23-25].

In our earlier studies [26], we examined gene expression during palatal fusion in normal mice using microarray analysis and detected several genes essential for completion of palatal development. As genome sequencing technologies advanced, it has become feasible to systematically analyze global transcriptomal changes and identify the key molecular components in the developing palate during crucial stages of palatogenesis. Failure to regulate functional or structural genes during these stages may result in cleft palate. Next-generation sequencing (NGS) technologies, or RNA-Seq, have recently emerged as a revolutionary tool of transcriptomics [27] by revealing the complex landscape of the transcriptome with high-throughput at an incomparable level of sensitivity and accuracy [27,28]. The results of RNA-Seq demonstrate high levels of reproducibility for both technical and biological replicates [29,30]. The analysis of TGFβ3 knockout mice by RNA-Seq provides a valuable resource to facilitate our understanding of the complex genetic and molecular mechanisms of palatogenesis. This technology also allows us to detect allelic and splice variants of some of the genes involved in palate development in TGFβ3 knockout mice, which is currently beyond the scope of this article.

Evidence suggests that TGFβ3 is essential to palato-genesis, especially during embryonic days (E) E14.5 to E16.5. However, the cellular mechanisms maintained and regulated by TGFβ3 signaling have not been extensively explored to enable an understanding of those genes functionally regulated by TGFβ3 during normal palatogenesis or those genes deregulated in TGFβ3-null mice. Our objective in this study was to analyze transcriptome changes and their contribution to the development of CP among different gestational ages and TGFβ3 knockout alleles. In this study, we analyzed the transcriptome of TGFβ3 mice by RNA-Seq at crucial stages of palatogenesis, including: palatal convergence, adhesion, and fusion; and we characterized some crucial transcripts that may play key regulatory roles throughout palatal development. We used palatal shelves extracted from E14.5, E15.5 and E16.5 allelic mice to analyze differential expression patterns of their transcriptome throughout the palatal developmental process. The overall transcriptome analysis of TGFβ3 WT mice revealed that almost 6000 genes were upregulated during the transition from E14.5 to E15.5 and more than 2000 were downregulated from E15.5 to E16.5, which suggests that regulation of these transcripts is essential during the stages of palate development. In order to streamline the analysis of the high number of transcripts, we downsized the list of genes to CP genes only. Using biological databases, we categorized a comprehensive inventory of CP genes both in human and mouse genomes and focused on their differential expressions and biological interpretations. Unexpectedly, the expression patterns of CP genes between TGFβ3+/− and TGFβ3−/− were not significantly different from each other, and the expression of the majority of CP genes remained unchanged from E14.5 to E16.5. Using this data, we identified 8 unique genes (*Chrng, Foxc2, H19, Kcnj13, Lhx8, Meox2, Shh,* and *Six3)*, which may regulate cleft palate formation in TGFβ3−/− mice. We used Ingenuity Pathway Analysis (IPA) software to analyze downstream effects of these genes on biological functions, molecular networks, and regulatory pathways- particularly TGFβ signaling. This is the first genome scale analysis of the palatal transcriptome of mice generated by RNA-Seq technology during critical stages of palatogenesis. This data will allow the comprehensive analysis of TGFβ signaling during palatogenesis and provide information on the chronological regulation of downstream TGFβ-activated transcription factors that function to induce cellular differentiation, transformation, and apoptosis.

## Results

### Analysis of RNA-seq data

As outlined in the experimental workflow of our study (Figure 1), RNA samples were extracted from mouse palatal tissues of TGFβ3 knockout mice (homozygous (−/−), heterozygous (+/−), and wildtype (+/+)) at three developmental stages (E14.5, E15.5, and E16.5); libraries were prepared, converted to cDNA, and sequenced by using the Illumina HiSeq2000 next generation sequencer. The bioinformatics analysis of RNA-Seq data was processed using the Tuxedo protocol [31], which includes TopHat, Cufflinks and CummeRbund packages from R. The CP genes were identified from OMIM and MGI databases and downstream effects were analyzed using IPA.

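The samples were palates of TGFβ3−/−, TGFβ3+/− and WT mice from 3 ages (E14.5, then E15.5, then E16.5), with 2 animals in each of the 9 groups and the library of each animal run in 2 lanes, 36 libraries in all. Reads per library, as listed in Additional file 3, were 64519075 to 72994488 (median 68692009.5) in TGFβ3−/−, 63924582 to 69873462 (median 66846614.5) in TGFβ3+/− and 71215596 to 87224219 (median 79082138.5) in WT at E14.5. At E15.5 they were 42278333 to 95847916 (median 65744740.5) in TGFβ3−/−, 75065475 to 94626139 (median 84345728) in TGFβ3+/− and 14418665 to 75948134 (median 40958643.5) in WT. At E16.5 they were 46850091 to 70665442 (median 57507253) in TGFβ3−/−, 42732352 to 55709893 (median 48972628) in TGFβ3+/− and 27424413 to 63554983 (median 42722213.5) in WT. The authors mapped the paired reads to the mouse genome (mm9, NCBIM37) with TopHat and assembled each library on its own with Cufflinks. The deposited table of a library lists the assembled loci with their positions and their levels in FPKM, a level scaled to transcript length and library size, each with a 95% confidence interval but with no gene name and no strand. Each locus was matched by position to the annotated genes of the same build, and the FPKM of a gene was the sum over its loci, each weighted by the part of the exonic bases it covered. A gene got no value in a library where its locus also covered at least 50% of the exonic bases of another protein-coding gene, and genes on opposite strands of the same stretch could not be told apart. The values of the 2 lanes were averaged, so that n is the number of biological replicates, each called an animal here. The paper's text does not say whether a replicate was 1 embryo. The 14050 genes with an FPKM of at least 1 in at least 2 animals were compared on the log2(FPKM + 1) scale with limma, in 1 model of all 9 groups, and a gene was called up or down at an adjusted p under 0.05 with a fold change of at least 2. Each age was run in lanes of its own, so age and lane could not be told apart, whereas the genotypes of an age shared their lanes except for 1 library of E15.5 TGFβ3−/− replicate 1, for which Additional file 3 gives lane 2, a lane of E14.5, and the title lane 3, a lane of E15.5. Of the 4 libraries of E15.5 TGFβ3+/−, 3 carry an age of 14.5 in their GEO characteristics, and they were placed at E15.5 because their titles, descriptions and Additional file 3 say so.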

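Tgfb3, the targeted gene, lies on chromosome 12 of NCBIM37 from 87397694 to 87419991 on the minus strand and has 7 exons. In the 2 TGFβ3−/− animals of a group its level was 38.2 and 33.0 FPKM at E14.5, 43.5 and 30.4 at E15.5 and 42.6 and 42.0 at E16.5. The TGFβ3+/− animals had 28.5 and 31.8 FPKM at E14.5, 33.5 and 31.3 at E15.5 and 37.3 and 37.1 at E16.5, and the WT animals 32.3 and 33.8, 30.2 and 34.3 and 27.6 and 35.3. Over the ages this made a mean of 38.3 ± 5.48 FPKM in TGFβ3−/−, 33.3 ± 3.48 in TGFβ3+/− and 32.2 ± 2.91 in WT (SD, n = 6 animals each). Tgfb3 RNA was not called lower in TGFβ3−/− than in WT at any age, with log2 fold changes of 0.10 at E14.5, 0.17 at E15.5 and 0.43 at E16.5 (standard error 0.16 each, adjusted p = 1.00, 1.00 and 0.464 from limma). Without E14.5 TGFβ3−/− replicate 1 the first was −0.0020 and without E15.5 TGFβ3−/− replicate 1 the second was −0.079. The paper's text does not name the deleted part of the gene, and a level summed over all exons checks no label where the deletion leaves other exons transcribed. The protein of Additional file 1, at E15.5, did differ, with none reported in TGFβ3−/− and the most in WT. Tgfb3 RNA of that age was not called different between genotypes. Assembled loci lying wholly inside introns of Tgfb3, looked for after the data were examined, were found in 6 of 6 TGFβ3−/− animals (17 loci) and 5 of 6 TGFβ3+/− animals (6 loci) but in 0 of 6 WT animals (two-sided Fisher's exact test against WT, p = 0.00216 and p = 0.0152, n = 6 against 6). Loci were counted in each lane, so a stretch found in both lanes of an animal counts 2 times. All of these loci lie in the introns on either side of exon 6, which runs from 87399850 to 87400003. Those of TGFβ3+/− lie only between exons 5 and 6, whereas those of TGFβ3−/− lie on both sides of exon 6. The tables list assembled loci only, so a missing locus does not show that no read fell there.

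**Figure D1:**
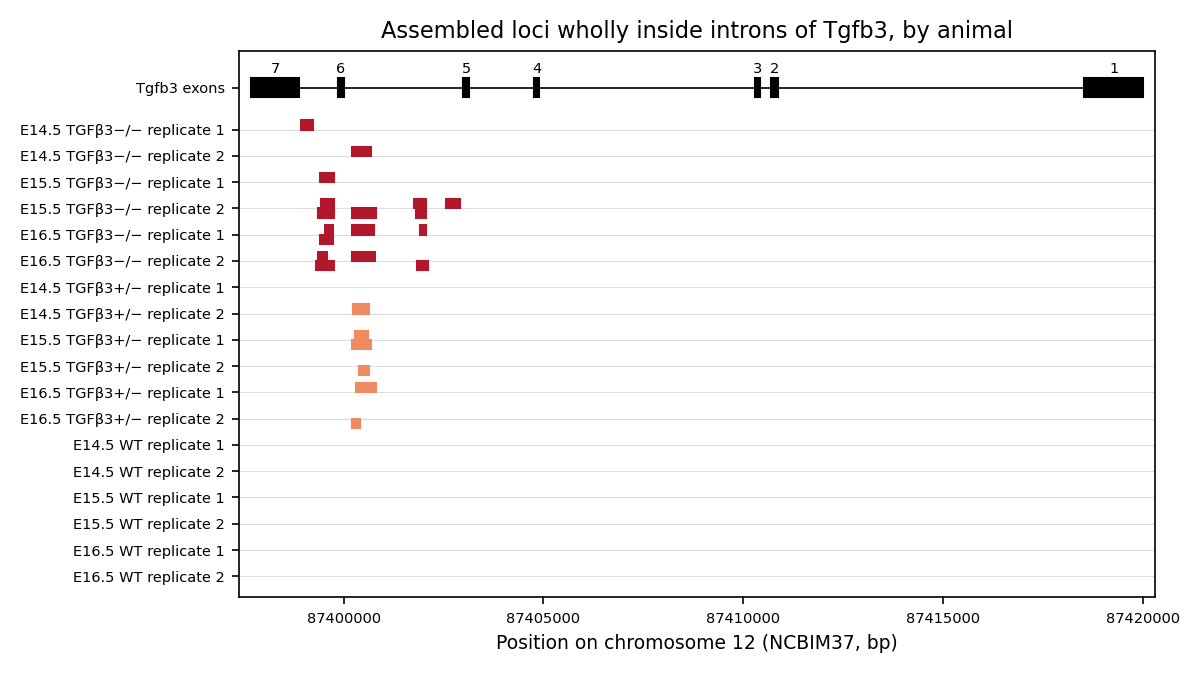
Map of Tgfb3 on chromosome 12 (NCBIM37, position in bases) with exons 1 to 7 and, for each animal, the loci assembled wholly inside an intron. Such loci appear in 6 TGFβ3−/− animals, on both sides of exon 6, in 5 TGFβ3+/− animals, only between exons 5 and 6, and in 0 WT animals.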

**Figure 1:**
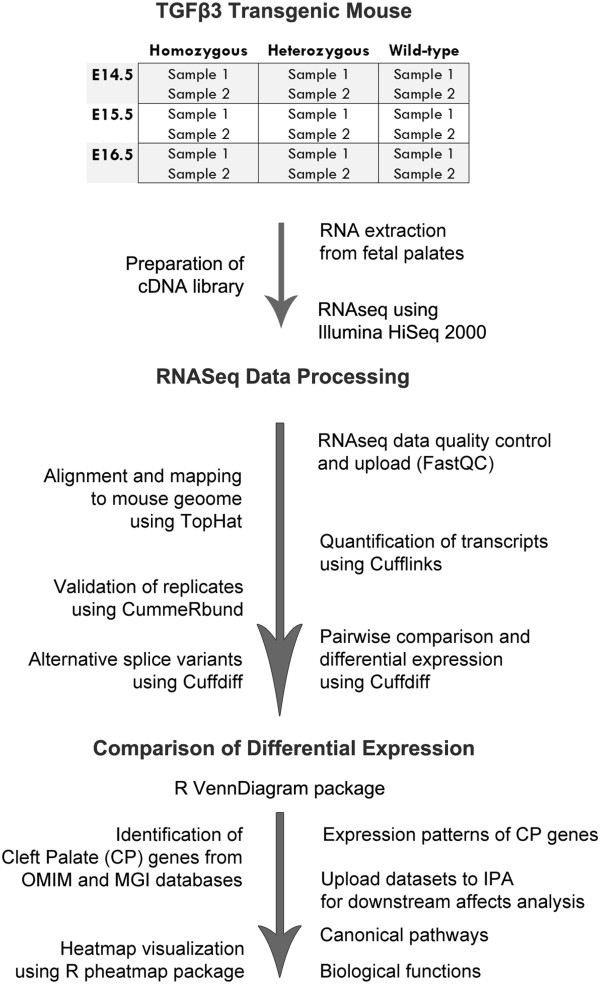
**Experimental workflow of the study.** RNA samples were extracted from mouse palatal tissues of TGFβ3 knockout mice (homozygous, heterozygous, and wildtype) at three developmental stages (E14.5, E15.5, and E16.5); libraries were prepared, converted to cDNA, and sequenced by using the Illumina HiSeq2000 next generation sequencer. Fastq files were uploaded to the server for quality control analysis of sequence reads using FastQC. There were no sequence manipulation processes performed for any fastq file, given that the quality score was high at both the 3^′^ and 5^′^ ends. All of the reads were mapped to the reference genome (mm9, built name NCBIM37) by using TopHat. Quantification of transcripts, statistics tests for differential expression, and detection of splice variants were performed using Cufflinks; quality assessments of biological and technical replicates were performed using CummeRbund; and pairwise comparisons of samples and differential expression of transcripts were analyzed using CuffDiff. Venn diagrams of all significantly altered (FC ≥ 2.0) transcripts were drawn using the R VennDiagram package [75]. CP related genes (n = 322) were extracted from human (OMIM) and mouse (MGI) genome databases. CP genes were classified based on their patterns of expression (n = 9) for each genotype and their heatmaps were generated using the R pheatmap package. Expression pattern groups of CP genes were uploaded to IPA software as datasets and core analyses were run to detect downstream effects: canonical pathways and biological functions relevant to sample datasets.

Our data clearly demonstrate that TGFβ3 wildtype (+/+) palates from E15.5 expressed increased TGFβ3 protein, double the expression of heterozygous (+/−) and as expected the homozygous (−/−) palates were completely devoid of any TGFβ3 expression (Additional file 1). Extracted RNA samples were evaluated by RNA integrity numbers (RIN) to monitor quality and degradation with BioAnalyzer (Agilent Technologies, Palo Alto, CA). We confirmed that all of the palatal RNA samples had an RIN ≥ 8.4, indicating the high quality and low degradation of our experimental samples (Additional file 2). The RNA libraries were prepared for cDNA conversion and the samples were sequenced by Illumina techniques using HiSeq 2000. We obtained total reads from the RNA-Seq samples ranging from 14 million to 96 million (Additional file 3). Among all samples, only 4 samples have less than 40 million reads. 

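H19, an imprinted noncoding RNA, had the highest level of the genes of Table 3, with a mean of 2918 FPKM over all 18 animals, whereas Shh, a signaling molecule of the palatal epithelium, averaged 2.61 FPKM and Six3, a homeobox transcription factor, 2.52 FPKM. Of the CP genes of Additional file 9, 290 had a value in at least 1 animal and 273 were expressed highly enough to be tested. The 4 libraries with the fewest reads were both lanes of E15.5 WT replicate 2, with 14418665 and 16810991 reads, and both lanes of E16.5 WT replicate 1, with 27424413 and 33728449. In E15.5 WT replicate 2, 12259 and 12412 genes had a value per lane, against 12589 to 13597 genes in each of the other libraries. Its 2 lanes also had the largest share of loci on annotated exons, 88.9% and 87.5%, against 66.6% to 83.4% elsewhere. The median half-width of the 95% confidence interval of a locus was 18.5% and 17.5% of its FPKM in these lanes, and 11.99% to 18.8% in the other libraries. These intervals cover counting error only and not the spread between animals.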

We did not apply sequence manipulations on either 3^′^ or 5^′^ ends because the RNA-Seq sequencing quality was high across all samples based on our FastQC data quality control analysis. The relative abundance of transcripts was normalized to the total read number and shown as fragments per kilobase per million (FPKM) and mapped via Cufflinks.

In order to evaluate the reproducibility of our experimental samples and procedures, two independent biological and technical replicates for each gestational age and each allele resulting in 36 (n = 9 × 2 × 2) paired-end samples were assayed [32]. Using the scatter plots generated by CummeRbund, biological and technical replicates of our samples were validated based on the comparison of their read numbers per transcript. We detected a high correlation among both the biological and technical replicates of each gestational age and allele (Figure 2) (r = 0.98, Pearson’s correlation; p < 0.001). 

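The levels of single genes followed one another closely between replicates, with the largest gaps in WT. Krt13, a keratin of oral mucosa, was at 109.8 FPKM in one E15.5 WT animal and 10.6 in the other, whereas the E15.5 TGFβ3+/− animals had 15.9 and 16.7. Bpifa1, a secreted protein of the nasal and airway epithelium, was at 23.9 and 129 FPKM in the E15.5 WT animals and at 217 and 199 in the E15.5 TGFβ3+/− animals. Pcna, a sliding clamp of DNA replication, was at 87.0 and 120.5 FPKM in the E15.5 WT animals. Across genes, Pearson's r of log10(FPKM + 1) between the 2 animals of a group had a median of 0.973 over the 9 groups (SD 0.0145), from 0.943 in E16.5 WT and 0.950 in E15.5 WT to 0.987 in E15.5 TGFβ3+/−. Between the 2 lanes of an animal r had a median of 0.983 over 18 animals (SD 0.00146), from 0.979 to 0.985, and Spearman's rho had medians of 0.971 for animals and 0.982 for lanes. Animals of the same age and different genotype correlated about as closely as replicates, with a median r of 0.972 over 36 pairs, and animals of different ages less closely, with 0.947 over 108 pairs. Genes are not independent replicates, so no p is given for these correlations across genes.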

The replicates of E14.5 of TGFβ3−/− mice are presented in Figure 2. Additional scatter plots for all of the other samples with their replicates are shown in Additional file 4. Because the expression values (FPKM) of certain CP related genes differed significantly among the gestational ages, we transformed the FPKM value of each gene into log_10_ (FPKM + 1), rounded up to 2 decimal places, and used transformed values for further analysis.

**Figure 2:**
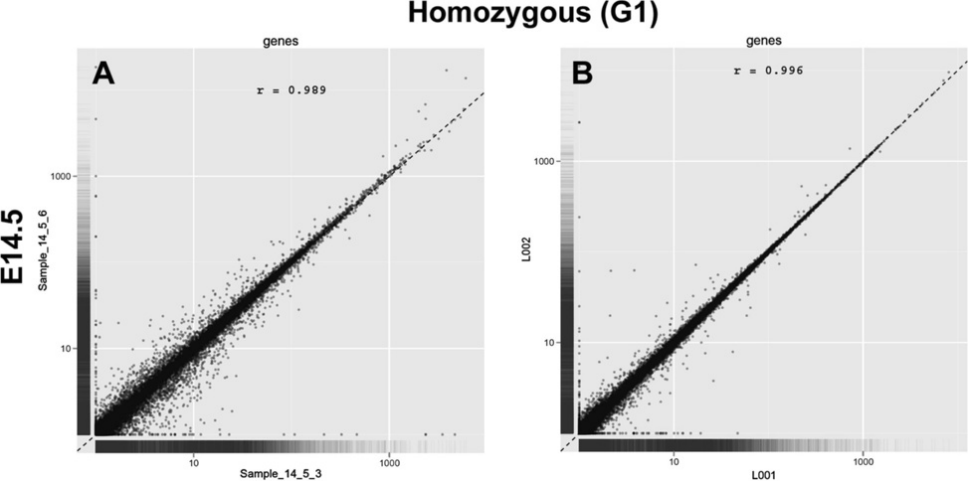
**Validation of biological and technical replicates using CummeRbund.** The read numbers per transcript between the (**A**) biological and (**B**) technical replicates were compared. Since the read number per transcript (FPKM value) ranged from 0 to >10,000, the read number + 1 was transformed by log10. Each dot represents data from one transcript. There was a high correlation between the two sequencing results (r = 0.98, Pearson’s correlation; p < 0.001 two tail). Additional scatter plots for the other samples are shown in the Additional file 4.

### Overall transcriptome expression profile

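Genes called up between E14.5 and E16.5 included some of bone, of cornified epithelium and of macrophages, and genes called down included embryonic globins and some of the palatal mesenchyme. Of the genes of osteoblasts and bone matrix, 12 of 15 measured genes were up in TGFβ3−/−, 9 of 16 in TGFβ3+/− and 9 of 16 in WT (12, 10 and 10 adjusted over the list alone). Spp1, which encodes the bone matrix protein osteopontin, rose from 4.05 ± 1.27 to 227 ± 41.7 FPKM (SD, n = 2) in TGFβ3−/− and from 8.23 ± 0.0885 to 384 ± 7.66 in WT, log2 fold changes of 5.51 and 5.38 (standard error 0.35, adjusted p = 1.15e-05 and 1.75e-05 from limma). Col1a2, a chain of type I collagen, rose by a log2 fold change of 2.41 in TGFβ3−/−, 2.22 in TGFβ3+/− and 1.82 in WT (adjusted p = 6.68e-04, 0.00121 and 0.00233 from limma). Of the genes of periderm and cornified epithelium, 8 of 13 measured genes were up in TGFβ3−/−, 8 of 11 in TGFβ3+/− and 10 of 13 in WT (10, 9 and 10 adjusted over the list alone), among them Krt4, a keratin of oral mucosa, which reached 152 ± 38.4 FPKM in TGFβ3−/− and 58.4 ± 1.65 in WT. Of the macrophage and leukocyte genes, 8 of 12 measured genes were up in TGFβ3−/−, 5 of 12 in TGFβ3+/− and 7 of 12 in WT (8, 5 and 7 adjusted over the list alone), with Tyrobp, an adaptor of myeloid receptors, up by 1.54, 1.64 and 1.39 on the log2 scale. Of the palatal mesenchyme genes, 6 of 21 measured genes were down in TGFβ3−/−, 1 of 21 in TGFβ3+/− and 5 of 21 in WT (8, 1 and 6 adjusted over the list alone), among them Barx1, a homeobox gene of the posterior palate, at −1.35 in TGFβ3−/− and −1.46 in WT. Hbb-y, an embryonic globin of primitive red cells, fell from 1753 ± 861 to 5.66 ± 1.03 FPKM in WT, a log2 fold change of −7.96 (standard error 0.50, adjusted p = 1.75e-05 from limma). In camera, limma's test of a list against the other genes with a preset correlation of 0.01, the macrophage list had adjusted p = 9.12e-10, 1.49e-10 and 9.81e-08 in TGFβ3−/−, TGFβ3+/− and WT, and adjusted p = 0.158, 0.135 and 0.186 with an estimated correlation, and no list was called with an estimated correlation in any of the 18 comparisons of ages or genotypes. In all, 745 genes were up and 116 down in TGFβ3−/−, 599 and 43 in TGFβ3+/− and 954 and 81 in WT, of 12681, 12800 and 12683 tested. By adjusted p alone, with no fold threshold, 1491 were up and 1417 down in TGFβ3−/−, 1141 and 582 in TGFβ3+/− and 1932 and 794 in WT, so that the small counts down go with the fold threshold. The count up was 461 without E16.5 TGFβ3−/− replicate 1 and 393 without E14.5 TGFβ3+/− replicate 2, and the count down was 215 without E16.5 TGFβ3−/− replicate 2 and 65 without E16.5 TGFβ3+/− replicate 2. With only the 2 groups compared in the fit, 790, 281 and 278 genes were up and 113, 23 and 22 down in TGFβ3−/−, TGFβ3+/− and WT, and with scaling to a common sum 74 were down in TGFβ3+/− and 134 in WT. Whether the change over these 2 days differed between genotypes was not tested.

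**Figure D2:**
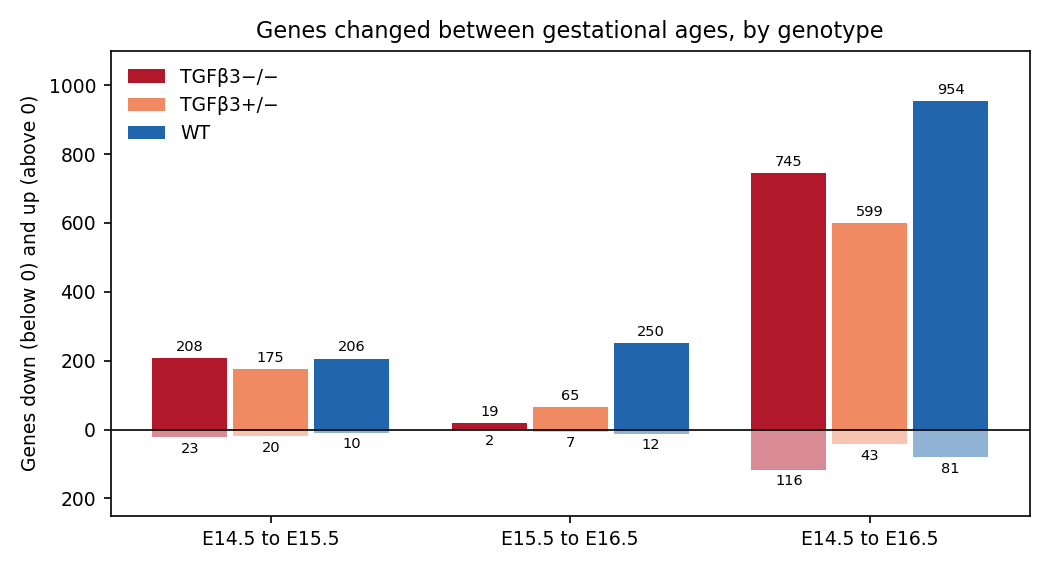
Number of genes called up (above 0) and down (below 0) between ages in each genotype (y axis, number of genes; limma, adjusted p under 0.05 and fold change of at least 2, n = 2 animals per group). The counts up from E14.5 to E16.5 are 745 in TGFβ3−/−, 599 in TGFβ3+/− and 954 in WT in 1 model of all 9 groups, and 790, 281 and 278 with only the 2 groups compared in the fit.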

Using the R VennDiagram package, we created Venn diagrams to illustrate the number of transcripts in each experimental group that passed the significance and fold change (FC ≥ 2.0) thresholds designated by Cufflinks (Additional file 5). 

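Among genes called with no overlap between the groups, Bpifa1 rose most from E14.5 to E15.5 in TGFβ3−/− and TGFβ3+/−, by log2 fold changes of 6.63 and 6.16, whereas the 5 largest increases in WT were those of Srp54c, a part of the signal recognition particle, and Krt1, Dmkn, Krt10 and Krtdap (4.89 to 4.27), the last 4 of keratinocytes. The call of Bpifa1 in TGFβ3+/− was lost without E14.5 TGFβ3+/− replicate 2 (adjusted p = 0.0512 from limma) and E15.5 TGFβ3+/− replicate 2 (0.0549), that of Krt1 in WT without E14.5 WT replicate 1 (0.0954), E14.5 WT replicate 2 (0.0529) and E15.5 WT replicate 1 (0.0636), and that of Krt10 without E14.5 WT replicate 1 (0.104) and E15.5 WT replicate 1 (0.0639). Foxj1, a transcription factor of motile cilia, rose from 1.12 ± 0.409 to 45.3 ± 3.22 FPKM (SD, n = 2) in TGFβ3−/−, a log2 fold change of 4.46 (standard error 0.38, adjusted p = 0.00138 from limma), and by 4.60 in TGFβ3+/− and 3.43 in WT. Of the genes of olfactory and respiratory epithelium, 5 of 9 measured genes were up in TGFβ3−/−, 6 of 11 in TGFβ3+/− and 4 of 9 in WT (5, 9 and 6 adjusted over the list alone). Of the bone genes, 9 of 15 measured genes were up in TGFβ3−/−, 4 of 16 in TGFβ3+/− and 4 of 16 in WT (10, 4 and 6 adjusted over the list alone), and Spp1 reached 146 ± 64.9 FPKM in TGFβ3−/−, 99.3 ± 6.42 in TGFβ3+/− and 123 ± 1.47 in WT, log2 fold changes of 4.82, 3.99 and 3.75. Of the genes of periderm and cornified epithelium, 1 of 13 measured genes were up in TGFβ3−/−, 1 of 11 in TGFβ3+/− and 9 of 13 in WT (2, 3 and 12 adjusted over the list alone). Dmkn, a secreted protein of differentiating keratinocytes outside that list, was at 7.37 ± 1.29 FPKM in TGFβ3−/−, 5.79 ± 1.48 in TGFβ3+/− and 48.5 ± 35.6 in WT at E15.5, where it rose by a log2 fold change of 4.45 (standard error 0.56, adjusted p = 0.00635 from limma). The list of periderm and cornified epithelium stood above the other genotypes of the age by a median log2 ratio of 2.26 in E15.5 WT replicate 1 and 0.24 in replicate 2. Of the basal epithelium genes, 2 of 21 measured genes were up in TGFβ3−/−, 1 of 21 in TGFβ3+/− and 6 of 21 in WT (2, 3 and 9 adjusted over the list alone). Of the erythroid genes, 3 of 9 were down in TGFβ3−/− and 2 of 8 in TGFβ3+/− and in WT (3, 3 and 3 adjusted over the list alone), and Hba-x, an embryonic globin, had log2 fold changes of −3.90, −3.32 and −2.94. The cornified list had adjusted p = 5.40e-09 from camera in WT and adjusted p = 0.287 with an estimated correlation, and the bone list in TGFβ3−/− had adjusted p = 1.88e-09, and adjusted p = 0.189 with an estimated correlation. In all, 208 genes were up and 23 down in TGFβ3−/−, 175 and 20 in TGFβ3+/− and 206 and 10 in WT, so that 90.04%, 89.7% and 95.4% of the called genes were up. By adjusted p alone, with no fold threshold, 376 were up and 171 down in TGFβ3−/−, 267 and 81 in TGFβ3+/− and 338 and 26 in WT, and at an unadjusted p under 0.05 1509 and 1236, 1414 and 999, and 1621 and 505. A test of the difference between genotypes in this change (limma's interaction) called 1 gene between TGFβ3−/− and WT, 4 between TGFβ3+/− and WT and 0 between TGFβ3−/− and TGFβ3+/− (532, 649 and 300 at an unadjusted p under 0.05), none of them a member of a list named here. The first count was 0 without E14.5 TGFβ3−/− replicate 2, E15.5 TGFβ3−/− replicate 1 or E15.5 WT replicate 2, 2 without E14.5 WT replicate 2 or E15.5 TGFβ3−/− replicate 2, 3 without E14.5 WT replicate 1 and 9 without E15.5 WT replicate 1, the next 1 without E14.5 TGFβ3+/− replicate 1 or E14.5 WT replicate 2, 0 without E14.5 TGFβ3+/− replicate 2, 2 without E14.5 WT replicate 1, 15 without E15.5 WT replicate 1 and 10 without E15.5 WT replicate 2, and the last 1 without E15.5 TGFβ3−/− replicate 2 or E15.5 TGFβ3+/− replicate 1 and 2 without E15.5 TGFβ3+/− replicate 2. The count up was 49, 50, 82 and 24 without E14.5 replicate 1, E14.5 replicate 2, E15.5 replicate 1 and E15.5 replicate 2 of TGFβ3−/−, 22, 41 and 24 without E14.5 replicate 2, E15.5 replicate 1 and E15.5 replicate 2 of TGFβ3+/−, and 96 without E14.5 WT replicate 2, and the count down was 12, 4, 12 and 13 without the same TGFβ3−/− animals, 5 and 8 without E14.5 replicate 2 and E15.5 replicate 2 of TGFβ3+/−, and 6 and 21 without E14.5 WT replicate 1 and E15.5 WT replicate 2. With only the 2 groups compared in the fit, the count up was 20 in TGFβ3−/−, 66 in TGFβ3+/− and 1 in WT.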

From our overall transcriptome analyses of TGFβ3 knockout mice alleles (Table 1), in all genotypic groups, the majority of the differentially expressed transcripts between E14.5 and E15.5 were upregulated: 62% for TGFΒ3−/− (n = 1721), 53% for TGFΒ3+/− (n = 1063), and 80% for WT (n = 5946). 

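Rsph1, Cyp2f2 and Krt4 were among the genes up from E14.5 to E15.5 in both TGFβ3−/− and WT. Rsph1, a radial spoke protein of motile cilia, had log2 fold changes of 3.31 in TGFβ3−/− and 2.77 in WT (standard error 0.29 and 0.36, adjusted p = 0.00211 and 0.00635 from limma), reaching 14.5 ± 1.83 and 10.9 ± 4.80 FPKM (SD, n = 2). Cyp2f2, a cytochrome P450 of airway epithelium, rose from 2.10 ± 0.710 to 46.7 ± 12.4 FPKM in TGFβ3−/− and from 2.61 ± 1.91 to 28.2 ± 17.8 in WT, where the call was lost without E14.5 WT replicate 1 (adjusted p = 0.0607 from limma). Krt4 rose by 3.20 in TGFβ3−/− and 3.05 in WT on the log2 scale, and its call in TGFβ3−/− was lost without E15.5 TGFβ3−/− replicate 2 (adjusted p = 0.0558 from limma). Among the 12374 genes tested in both genotypes, 203 were up in TGFβ3−/−, 185 in WT and 74 in both, 36.5% of those up in TGFβ3−/−, where independent lists of these sizes would share 3.03. Of the genes up in TGFβ3−/−, 99.0% had a positive log2 fold change in WT. The number shared was 34, 29, 45 and 17 without E14.5 replicate 1, E14.5 replicate 2, E15.5 replicate 1 and E15.5 replicate 2 of TGFβ3−/−, and 35, 122 and 47 without E14.5 replicate 2, E15.5 replicate 1 and E15.5 replicate 2 of WT. It was 0 with only the 2 groups compared in the fit, 121 with genes not listed taken as 0, 147 with a pseudocount of 0.1, 193 with the 36 libraries as separate samples and, chosen after seeing the values, 217 with a fold change of at least 2 and no test. Across genes, which are not independent replicates, the changes in TGFβ3−/− and WT had a Pearson's r of 0.601 and a Spearman's rho of 0.589.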

Out of 1721 transcripts upregulated in TGFΒ3−/−, 1030 (60%) were shared with WT. Interestingly, a significant portion of the upregulated genes in WT (30%, n = 1792) were downregulated between E15.5 and E16.5, but not in TGFΒ3−/−’s E15.5 to E16.5 (Table 1). 

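Krt10 and Krt1, keratins of cornifying epithelium, were highest at E15.5 in WT. Krt10 was at 4.92 ± 3.50 FPKM at E14.5, 126 ± 80.8 on the next day and 8.85 ± 0.0303 at E16.5 in WT (SD, n = 2), a log2 fold change of 4.39 followed by −3.52 (standard error 0.82, adjusted p = 0.0178 and 0.0406 from limma). In TGFβ3−/− it was at 9.61 ± 9.25, 9.30 ± 4.98 and 12.9 ± 3.37 FPKM. Tchh, trichohyalin of hair follicles and tongue papillae, chosen after its values were seen, rose in WT by 1.51 and fell by 1.18 on the log2 scale (adjusted p = 0.00301 and 0.00657 from limma), with 2.72 ± 0.196 FPKM at E15.5. Stfa3, a cysteine protease inhibitor of the stefin family, followed with 3.37 and −2.22. Krt1 reached 98.4 ± 79.7 FPKM at E15.5 in WT and was at 34.6 ± 5.87 at E16.5. Both E15.5 WT animals were above the other genotypes in Krt10, with 183 and 68.4 FPKM, and replicate 1, the higher, had the lowest Foxj1 of the age at 16.2 FPKM. Of the 203 genes up to E15.5 in WT and also tested to E16.5, 6 were then down, against 0 of 206 in TGFβ3−/− by limma (with an unadjusted p under 0.05 in place of the adjusted p at both steps, 108 genes in WT and 36 in TGFβ3−/− were up and then down), and limma's test of the difference between TGFβ3−/− and WT in the change from E15.5 to E16.5 called 0 genes (815 unadjusted), or 4 and 1 without replicate 1 and replicate 2 of E15.5 TGFβ3−/−, 3 and 6 without replicate 1 and replicate 2 of E15.5 WT, 1 without E16.5 TGFβ3−/− replicate 1 and 1 without E16.5 WT replicate 2. Independent lists would share 0.194 genes in WT. Simulated unchanged groups shared at most 0, but they had a mean of only 0.03 genes up to E15.5 and so none to share, and part of the 6 may come from the E15.5 animals that both steps use. The count was 2 without E14.5 WT replicate 2, 12 without E15.5 WT replicate 1, 23 without E15.5 WT replicate 2 and 1 without E16.5 WT replicate 1, and in TGFβ3−/− it was 1 without E14.5 TGFβ3−/− replicate 2. With only the 2 groups compared in the fit it was 0 in WT. The calls of Krt10 were lost without E14.5 WT replicate 1 (adjusted p = 0.104 from limma), E15.5 WT replicate 1 (0.0639 for the rise and 0.229 for the fall), E16.5 WT replicate 1 (0.135) and E16.5 WT replicate 2 (0.0798), the rise of Krt1 without E14.5 WT replicate 1, E14.5 WT replicate 2 and E15.5 WT replicate 1, and the fall of Stfa3 without E15.5 WT replicate 1 (0.0633) and E16.5 WT replicate 1 (0.0564).

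**Figure D3:**
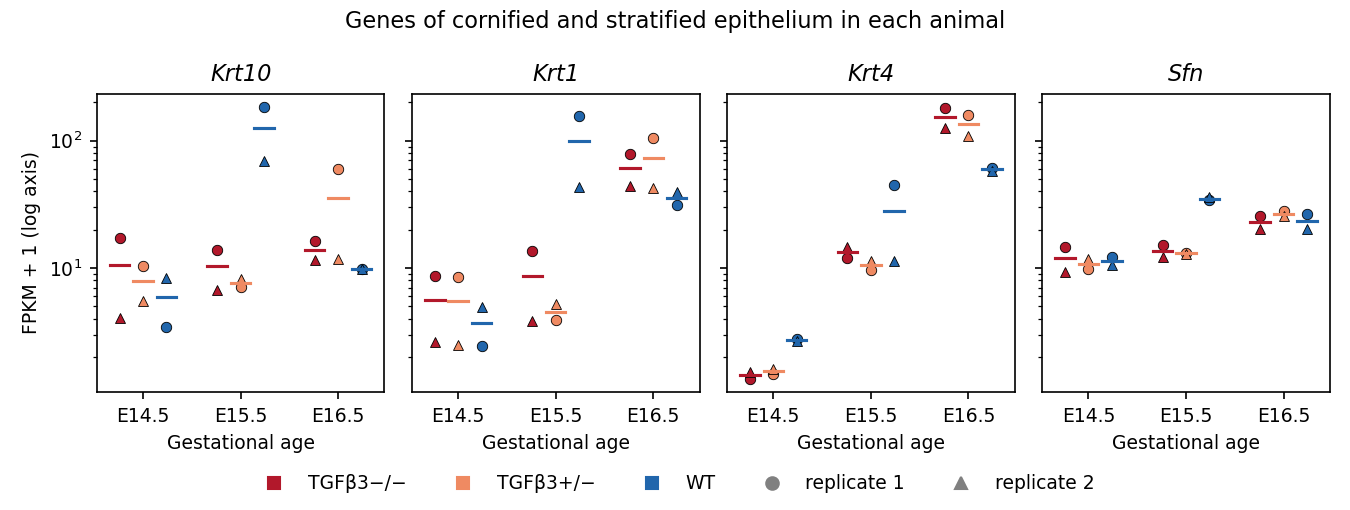
FPKM + 1 (log axis) of Krt10, Krt1, Krt4 and Sfn in each animal by age and genotype (circles, replicate 1; triangles, replicate 2; bars, group means, n = 2). Krt10 stands at 183 and 68.4 FPKM in the E15.5 WT animals.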

The names of the genes significantly increased from E14.5 to E15.5 followed by downregulation in E16.5 and their corresponding Venn Diagrams are presented in Additional file 6. This *first-up-then-down pattern of expression* suggests that these transcripts may be crucial at E15.5, which corresponds to the stage of midline epithelial seam (MES) degradation and palatal fusion. Since it was not feasible to analyze all significantly altered genes during palatal stages, we have shortlisted the genes to be analyzed to CP-causing genes only.

**Table 1:** Number of transcript changes among TGFβ3 alleles

***All Significant***	**E14.5 - E15.5**	**E14.5 - E16.5**	**E15.5 - E16.5**
**TGFβ3−/−**	1806	2096	747
**TGFβ3+/−**	1170	1262	783
**WT**	5966	1903	2256
***Upregulated***			
**TGFβ3−/−**	1721	1941	629
**TGFβ3+/−**	1063	1181	574
**WT**	5945	1835	417
***Downregulated***			
**TGFβ3−/−**	86	155	118
**TGFβ3+/−**	108	81	209
**WT**	21	68	1839
TGFβ3−/−: Homozygous			
TGFβ3+/−: Heterozygous			
WT: Wild-type			

### Identification of CP related genes and their expression patterns

Following the identification of genes causing CP in humans and mice, as described in the methods, we generated a Venn diagram to detect common genes between humans and mice that cause CP after becoming dysfunctional (Additional file 7). We identified 37 common genes that cause CP in both species. Within the human CP list, there were 194 transcripts that share orthologous copies with mice. We approached these genes as putative CP genes, considering that their KO models have not been generated yet. Overall, the CP gene list we developed includes 322 genes: 128 genes derived from mouse and 230 genes derived from human databases (Table 2). For an enhanced visualization of the expression values (FPKM) of all CP genes (n = 322), a Circos image was drawn based on the circular composition of CP genes located on human chromosomes [33] (Additional file 8).

**Table 2:** List of genes causing CP according to MGI and OMIM databases (n = 322)

Acvr1	Lhx8	Cask	ATR	FLNB	MEGF10	RPL11
Akap8	Luzp1	Cdkn1c	ATRX	FLVCR2	MID1	RPL5
Ap2b1	Meox2	Chd7	B3GALTL	FRAS1	MKS1	RPS17
Apaf1	Mmp14	Col2a1	B3GAT3	FREM2	MLL2	RPS19
Bmp7	Mmp16	Dhcr7	B9D1	FTO	MSX2	RPS7
Bnc2	Mn1	Dlx5	BCOR	G6PC3	MTHFR	SALL4
Boc	Mnt	Efnb1	BMP2	GABRB3	MUTYH	SC5DL
Cacna1s	Msc	Eya1	BMP4	GATA6	MYH3	SCARF2
Cdon	Ncoa6	Fgf10	BMPER	GCMB	NBS1	SEMA3E
Chrd	Ncor2	Fgfr1	BRAF	GDF1	NEB	SF3B4
Chuk	Osr2	Fgfr2	BRIP1	GDF6	NEK1	SHFM3
Crebbp	Pax9	Flna	BUB1B	GJA1	NIPBL	SLC26A2
Crk	Pbx1	Foxc2	CANT1	GJB2	NKX2-5	SLC35D1
Ctgf	Pcgf2	Foxe1	CASR	GLI3	NKX2-6	SMOC1
Ctnnb1	Pdgfc	Gad1	CDC6	GPC3	NSD1	SMS
Dlg1	Pdgfra	Hoxa2	CDH1	GUSB	OFC4	SOX2
Dlx1	Pds5a	Impad1	CFC1	H19	OFD1	SPECC1L
Dlx2	Pds5b	Inpp5e	CHRNA1	HCA1	ORC1	SPINT2
Ednrb	Phc1	Irf6	CHRND	HPGD	OTX2	SPTLC1
Ext1	Phc2	Kcnj2	CHRNG	HVEC	PAX3	SRY
Fgf18	Pkdcc	Msx1	CHST14	HYAL1	PAX8	STRA6
Fgf9	Prdm16	Pitx1	CHSY1	HYLS1	PEX7	TAB2
Fign	Prrx2	Prrx1	COL11A1	ICK	PHF8	TBX15
Foxf2	Ptprf	Ror2	COL11A2	IL1B	PIGL	TBX19
Foxg1	Ptprs	Runx2	COL9A2	IL1RN	PIGV	TBX4
Fst	Rad23b	Satb2	COLEC11	IMAGE	PIK3CA	TBX5
Fuz	Rfng	Shh	COMT	IRF1	PLCB4	TCTN2
Fzd1	Rspo2	Six3	CRLF1	KAL1	POLR1C	TGFβ1
Fzd2	Ryk	Sox9	DGCR2	KAT6B	POLR1D	TGFβR1
Gab1	Ryr1	Sumo1	DHCR24	KCNJ13	POMT1	TMCO1
Gli2	Sfn	Tbx1	DHODH	KIAA1289	POMT2	TMEM216
Gpr124	Shox2	Tbx22	DIS3L2	KIF22	PORCN	TMEM67
Grb2	Sim2	Tcof1	DOK7	KIF7	PQBP1	TRIM37
Gsk3b	Skor2	Tfap2a	DXS423E	KLF6	PROKR2	TRPS2
Hand2	Slc32a1	TGFβ3	DYNC2H1	KRAS	PTCH1	TWIST1
Hoxa1	Snai1	TGFβr2	EFTUD2	L1CAM	PTEN	UBB
Hs2st1	Snai2	Tp63	EPHB2	LMNA	PTH	VCAN
Ift172	Sox11	ABCD3	ERBB2	LMX1B	PTPN11	WDR65
Ift88	Sox5	ACAN	ERCC5	LRP4	PXMP3	WNT3
Inhba	Tbx10	ACTB	ESCO2	MADH3	RAI1	WNT5A
Inhbb	Tbx2	ALX1	FAM123B	MAP2K1	RAPSN	WNT7A
Itgav	Tbx3	ALX3	FAM20C	MAP2K2	RB1	WT1
Itgb8	TGFβ2	ARHGAP31	FBN1	MASP1	RBM10	ZEB2
Jag2	Tshz1	ARID1B	FGD1	MBTPS2	RECQL4	ZIC2
Jmjd6	Wdr19	ARNT	FGF8	MCOPS8	RIPK4	ZIC3
Kif3a	Zeb1	ASXL1	FGFR3	MED12	RPGRIP1L	ZMPSTE24

On the basis of our differential expression profile data between genotypes and gestational ages (Table 1), we decided to group and analyze the potential CP genes based on their *expression patterns* throughout different stages of palatogenesis. 

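Sfn, Twist2, Stfa3 and Tchh (the last chosen after its values were seen) were among 9 genes called between TGFβ3+/− and WT at E15.5, all 4 lower in TGFβ3+/−, and none of the 9 was called with only the 2 groups compared in the fit or with a replicate block. Sfn, the 14-3-3 protein stratifin of stratified epithelium, was at 12.7 ± 2.00 FPKM in TGFβ3−/−, 12.1 ± 0.174 in TGFβ3+/− and 34.0 ± 1.37 in WT (SD, n = 2), a log2 fold change of −1.42 in TGFβ3+/− against WT (standard error 0.21, adjusted p = 0.0442 from limma). Twist2, a transcription factor of mesenchyme, was at 9.69 ± 0.0921, 8.41 ± 1.52 and 29.4 ± 13.6 FPKM, with −1.63 in TGFβ3+/− (adjusted p = 0.0488 from limma), and Stfa3 and Tchh had log2 fold changes of −2.77 and −1.50 (adjusted p = 0.0442 and 0.00767 from limma). The calls of Sfn, Twist2 and Stfa3 were lost without E15.5 WT replicate 1 (adjusted p = 0.0793, 0.0675 and 0.0522 from limma), E15.5 TGFβ3+/− replicate 1 (0.123, 0.104 and 0.123) and E15.5 TGFβ3+/− replicate 2 (0.182, 0.292 and 0.209), and that of Tchh was kept without any 1 of these animals. Of the genes of periderm and cornified epithelium, 1 of 16 was down in TGFβ3+/− and 0 of 15 in TGFβ3−/− against WT (8 and 8 adjusted over the list alone, 10 and 8 at an unadjusted p under 0.05 from limma). Their median log2 fold change was −1.27 and −1.36 (camera, adjusted p = 6.00e-09 and 9.42e-10, and adjusted p = 0.281 and 0.299 with an estimated correlation), and without E15.5 WT replicate 1 it was −0.32 and −0.26. At E16.5 the skeletal muscle genes had a median of 1.19 in TGFβ3−/− against WT with 0 of 23 called by limma (0 adjusted over the list alone, 6 unadjusted; camera, adjusted p = 2.44e-15, and adjusted p = 0.363 with an estimated correlation). In all, limma called 1 gene between TGFβ3−/− and WT at E15.5, 9 between TGFβ3+/− and WT and 1 between TGFβ3−/− and TGFβ3+/− (715, 1152 and 503 at an unadjusted p under 0.05). The 9 were 5 with median-ratio scaling or the lower-numbered lane, 6 with scaling to a common sum, 4 with no mean-variance trend, 27 with genes not listed taken as 0 and 155 with the 36 libraries as separate samples, and, both chosen after seeing the data, 2 with genes that have a value in all 18 animals and 1 with the largest locus of a gene, where TGFβ3−/− against TGFβ3+/− had 2. They include Cflar, whose log2 fold change of 1.37 was −0.024 with the largest locus, and Dnajb4, with a value in 1 TGFβ3+/− animal at 0.00120 FPKM. The gene called between TGFβ3−/− and WT was 2810422J05Rik, whose log2 fold change was −4.26 and whose call was lost with loci over several genes kept, and that between TGFβ3−/− and TGFβ3+/− was Cflar, whose −1.33 was 0.073 with the largest locus, both alternatives chosen after seeing the data. At E14.5 Ptpmt1, with a value in 1 animal of each group, was called in TGFβ3−/− and in TGFβ3+/− against WT (350 and 288 unadjusted). The remaining comparisons called 0 genes, with 258 unadjusted between TGFβ3−/− and TGFβ3+/− at E14.5 and 1282, 793 and 662 for TGFβ3−/− against WT, TGFβ3+/− against WT and TGFβ3−/− against TGFβ3+/− at E16.5. Genes with no value in either animal of a group could not be tested, so these counts do not cover them. Ddx3y of the Y was such a gene at E16.5, at 15.8 FPKM in each TGFβ3−/− animal and with no value in WT. Between TGFβ3−/− and WT at E15.5, 7, 3, 14 and 28 genes were called without TGFβ3−/− replicate 1, TGFβ3−/− replicate 2, WT replicate 1 and WT replicate 2, between TGFβ3+/− and WT 22 and 121 without WT replicate 1 and WT replicate 2, and between TGFβ3−/− and TGFβ3+/− 5, 5, 5 and 7 without TGFβ3−/− replicate 1, TGFβ3−/− replicate 2, TGFβ3+/− replicate 1 and TGFβ3+/− replicate 2. At E16.5, in the same order of animals, the counts were 2, 38, 4 and 6 for TGFβ3−/− against WT, 1, 2, 2 and 8 for TGFβ3+/− against WT and 2, 12, 1 and 2 for TGFβ3−/− against TGFβ3+/−, and at E14.5 TGFβ3−/− against WT had 2 without TGFβ3−/− replicate 1 or either WT animal, TGFβ3+/− against WT 0 without TGFβ3+/− replicate 2 and 2 without either WT animal, and TGFβ3−/− against TGFβ3+/− 2, 1 and 2 without TGFβ3−/− replicate 1, TGFβ3+/− replicate 1 and TGFβ3+/− replicate 2.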

We categorized the 322 CP genes identified above into 9 possible *expression patterns* based on the comparison of their expression values (upregulated, downregulated, or unchanged) across the 3 different gestational age groups analyzed by RNA-seq (E14.5, E15.5, and E16.5) (Figure 3). The patterns (p) represent the change in expression value of the transcript *first* from E14.5 to E15.5, and *second* from E15.5 to E16.5, which is explained in detail in Figure 3. The genes in each *expression pattern group* are listed and common genes among them are diagrammed in Additional file 9.

**Figure 3:**
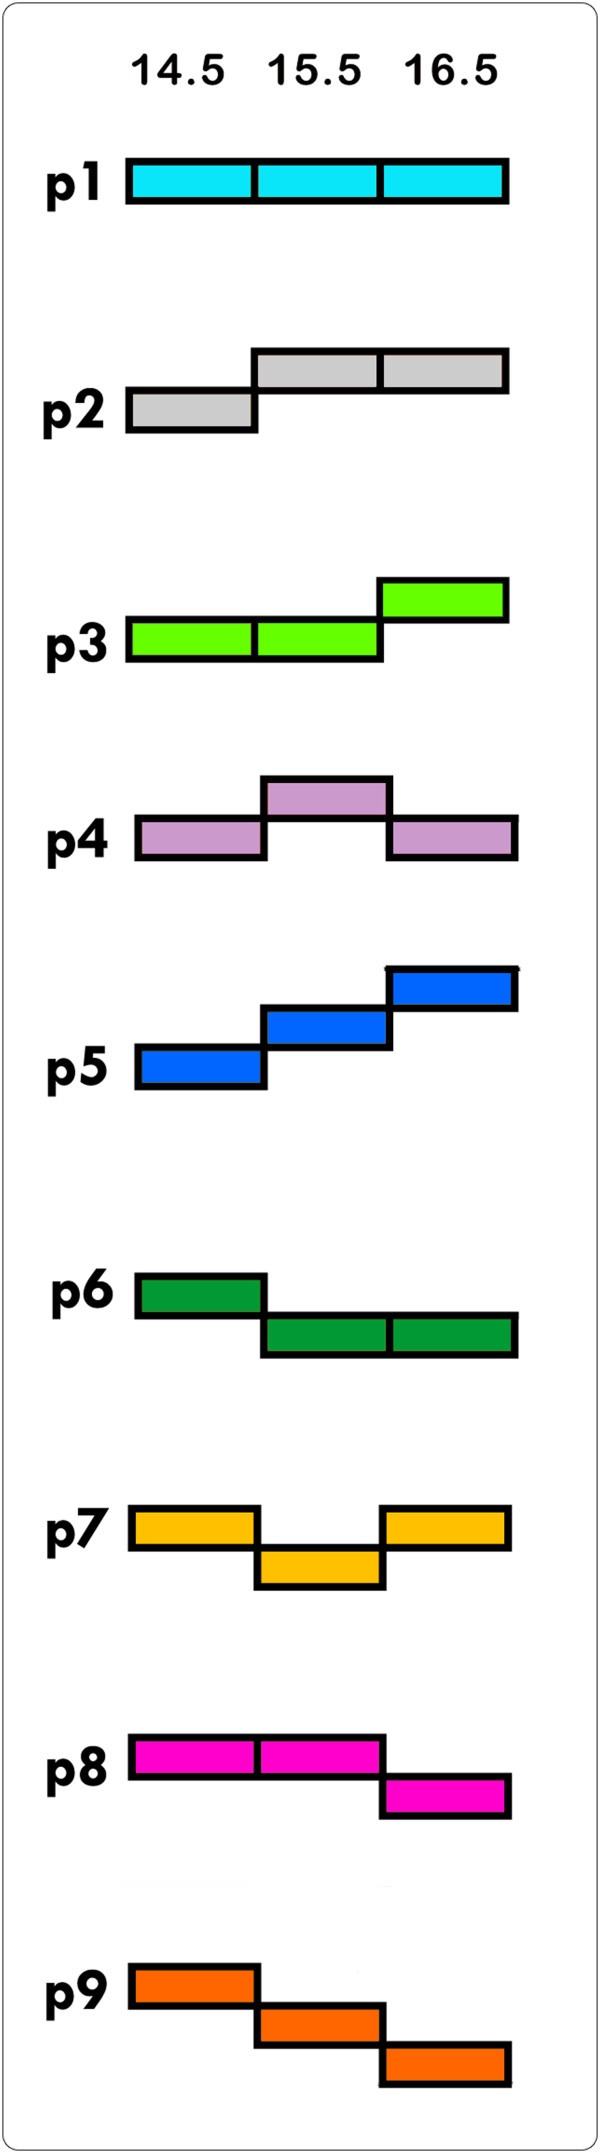
**Expression patterns of CP genes through palatal stages: FPKM values of each CP gene were transformed into log**_**10 **_**(FPKM + 1) and rounded up to 2 decimal places.** These 322 CP genes were categorized into 9 possible expression patterns (p) based on the comparison of the transformed FPKM values with FC ≥ 2.0 across 3 different gestational groups for each genotype (n = 3). The patterns represent the expression value of the transcript *first* from E14.5 to E15.5, *then* from E15.5 to E16.5. Each pattern is color-coded to differentiate patterns for further analysis. **p1** unchanged-unchanged (remain unchanged); **p2** upregulated-unchanged; **p3** unchanged-upregulated; **p4** upregulated-downregulated; **p5** upregulated-upregulated; **p6** downregulated-unchanged; **p7** downregulated-upregulated; **p8** unchanged-downregulated; and **p9** downregulated-downregulated.

Considering the differential expression of CP genes throughout palatogenesis, we generated individual heatmaps according to the expression patterns of CP related genes and grouped them into corresponding genotypes (Figure 4). In TGFΒ3−/−, the majority of transcripts (n = 294; 92%) were placed in p1, which denotes unchanged expression of genes throughout gestation. Similarly, in TGFΒ3+/− samples, the majority of transcripts were in p1 (n = 293; 91%). 

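In TGFβ3−/−, 237 of the 259 CP genes with a value at all ages (91.5%) changed less than 2-fold in group mean of FPKM + 1 from E14.5 to E15.5 and from E15.5 to E16.5 and fell in p1. Of the others, 8 were in p2, 6 in p3, 4 in p6, 1 in p7 (Zic2, a zinc finger transcription factor) and 3 in p8, and p4, p5 and p9 were empty. These patterns are a comparison of means on the rounded log10(FPKM + 1) scale with no test. Tested with limma over the 258 to 264 CP genes measured, 1 was down from E14.5 to E15.5, Rps19, a protein of the small ribosomal subunit, from 848 ± 144 to 379.6 ± 16.4 FPKM (SD, n = 2; log2 fold change −1.15, standard error 0.26, adjusted p = 0.0321 from limma), with 0 adjusted over the list alone and 60 at an unadjusted p under 0.05. From E15.5 to E16.5 limma called 0 (0 adjusted over the list alone, 29 unadjusted), or 1 without E16.5 TGFβ3−/− replicate 1. Over the whole span to E16.5, 9 rose and 9 fell (9 and 9 adjusted over the list alone), among them, chosen after their values were seen, Lmna, a lamin of the nuclear envelope, at 1.55 (standard error 0.26, adjusted p = 0.00376 from limma), Col11a2, a cartilage collagen, at 2.98, Wnt5a, a Wnt ligand of the palatal mesenchyme, at −1.40, and Prrx2, a homeobox gene of craniofacial mesenchyme, at −1.50 on the log2 scale. Of these, the call of Col11a2 was lost without E14.5 TGFβ3−/− replicate 2 (2.69, adjusted p = 0.0675) or E16.5 TGFβ3−/− replicate 1 (2.44, adjusted p = 0.0852), and that of Wnt5a without E14.5 TGFβ3−/− replicate 1 (−0.76, adjusted p = 0.312), E16.5 TGFβ3−/− replicate 1 (−1.07, adjusted p = 0.245) or E16.5 TGFβ3−/− replicate 2 (−1.73, adjusted p = 0.05005), from limma with the log2 fold change first. The call of Rps19 was lost without any 1 of the 4 animals compared (adjusted p = 0.0884, 0.193, 0.126 and 0.156 from limma without E14.5 replicate 1, E14.5 replicate 2, E15.5 replicate 1 and E15.5 replicate 2), and with only the 2 groups compared in the fit 0 CP genes were called over that day. The number called to E16.5, 18 in all, was 11 without E14.5 TGFβ3−/− replicate 2 and 7 without E16.5 TGFβ3−/− replicate 1.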

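In TGFβ3+/−, 237 of 259 CP genes (91.5%) were in p1, 9 in p6, 4 each in p2, p3 and p4 and 1 in p8 (Foxc2, a forkhead factor of craniofacial mesenchyme), and p5, p7 and p9 were empty. The p6 genes include Msx2 and Tbx15, transcription factors of craniofacial mesenchyme, and Vcan, the matrix proteoglycan versican, chosen after their values were seen. In limma's test, Mn1, a regulator of palatal growth, fell from E14.5 to E15.5 (log2 fold change −1.06, standard error 0.18, adjusted p = 0.0125) and no other of 259 CP genes was called (1 adjusted over the list alone, 57 at an unadjusted p under 0.05). The call of Mn1 was lost without E14.5 TGFβ3+/− replicate 2 (−0.85, adjusted p = 0.136), E15.5 TGFβ3+/− replicate 1 (−1.06, adjusted p = 0.0799) or E15.5 TGFβ3+/− replicate 2 (−1.06, adjusted p = 0.0969), with the log2 fold change first. The count was 3 without E14.5 TGFβ3+/− replicate 1 and 0 without E14.5 TGFβ3+/− replicate 2 or E15.5 TGFβ3+/− replicate 2. None of 262 was called from E15.5 to E16.5 by limma (0 adjusted over the list alone, 32 unadjusted). From E14.5 to E16.5, 3 rose and 1 fell (3 and 1 adjusted over the list alone, 75 unadjusted): Lmna at 1.68, Sfn at 1.31, Tgfb1 at 1.31 and Mn1 at −1.07 on the log2 scale (adjusted p = 0.00316, 0.00222, 0.00151 and 0.00282 from limma), the call of Mn1 being lost without E14.5 TGFβ3+/− replicate 2 (−0.87, adjusted p = 0.0344) or E16.5 TGFβ3+/− replicate 1 (−0.77, adjusted p = 0.0224). Without E14.5 TGFβ3+/− replicate 1 this count was 10 and without E16.5 TGFβ3+/− replicate 2 it was 8.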

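Of the 256 CP genes with a value in both TGFβ3−/− and TGFβ3+/−, 225 were in p1 in both, 91.8% of the 245 in p1 in either. Lists of these sizes drawn independently would share 215.7, since nearly all CP genes are in p1. In p1 only in TGFβ3−/− were 10 genes, among them Meox2, a homeobox gene of mesoderm, and Shox2, a homeobox gene of the anterior palate, both in p6 in TGFβ3+/−. In p1 only in TGFβ3+/− were 10 others, among them Sox9, the transcription factor of chondrocytes, in p8 in TGFβ3−/−, and Tbx2, a T-box factor, in p6 in TGFβ3−/−. Meox2 was at 7.83 ± 4.67 and 3.38 ± 1.56 FPKM in TGFβ3+/− at E14.5 and E15.5 (SD, n = 2), a difference that did not pass the test (adjusted p = 0.305 from limma). The test of the difference between TGFβ3−/− and TGFβ3+/− in the change with age (limma's interaction) called 0 genes from E15.5 to E16.5 (515 at an unadjusted p under 0.05), or 1 without E15.5 TGFβ3+/− replicate 1, E16.5 TGFβ3−/− replicate 1 or E16.5 TGFβ3+/− replicate 1 and 3 without E15.5 TGFβ3+/− replicate 2. Between TGFβ3−/− and WT, 221 of 253 (87.4%) were shared, and between TGFβ3+/− and WT 226 of 249 (90.8%). The genes named here were chosen after their patterns were seen, apart from Meox2.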

Surprisingly, the list of genes in p1 from TGFΒ3−/− and TGFΒ3+/− were highly comparable (92%) (Additional file 9). The genes clustered in p1 *unique to TGFΒ3−/−,* but not in TGFΒ3+/−*,* were *Chrng, Foxc2, H19, Kcnj13, Lhx8, Meox2, Shh,* and *Six3* (Table 3). 

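Of the 8 genes, Chrng, a subunit of the fetal muscle acetylcholine receptor, H19 and Shh were in p1 in all 3 genotypes, and Kcnj13, a potassium channel, had no value in enough animals. Foxc2 was in p1 in TGFβ3−/−, p8 in TGFβ3+/− and p6 in WT, and its group means ran from 8.87 ± 3.02 FPKM at E14.5 to 5.40 ± 0.982 at E16.5 in TGFβ3−/− and from 9.23 ± 0.690 to 3.57 ± 1.43 in TGFβ3+/− (SD, n = 2). Meox2 was in p1 in TGFβ3−/− and WT and p6 in TGFβ3+/−. Lhx8, a LIM homeobox gene of the oral mesenchyme, was in p6 in TGFβ3−/− and TGFβ3+/− and p1 in WT, going from 36.4 ± 7.77 to 15.5 ± 3.51 FPKM in TGFβ3−/− (log2 fold change −1.18, standard error 0.55, adjusted p = 0.237 from limma). Six3 was in p3 in TGFβ3−/− and TGFβ3+/− and p1 in WT, with 2.25 ± 0.736 FPKM at E15.5 and 5.61 ± 1.53 at E16.5 in TGFβ3−/− (adjusted p = 0.473 from limma), and it overlaps the antisense gene Six3os1, which cannot be told apart from it without strand. Shh went from 1.89 ± 0.0933 to 3.54 ± 0.412 FPKM in TGFβ3−/−, from 1.44 ± 0.724 to 4.31 ± 0.187 in TGFβ3+/− and from 1.54 ± 1.26 to 3.03 ± 0.190 in WT. None of the 7 genes with a value passed limma's test between any ages or genotypes (0 adjusted over the list alone, at most 3 at an unadjusted p under 0.05). The list was chosen on these samples, so it is not independent evidence.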

We concluded that these 8 genes demand additional attention due to their unchanged level of expression during crucial stages of palatogenesis.

**Figure 4:**
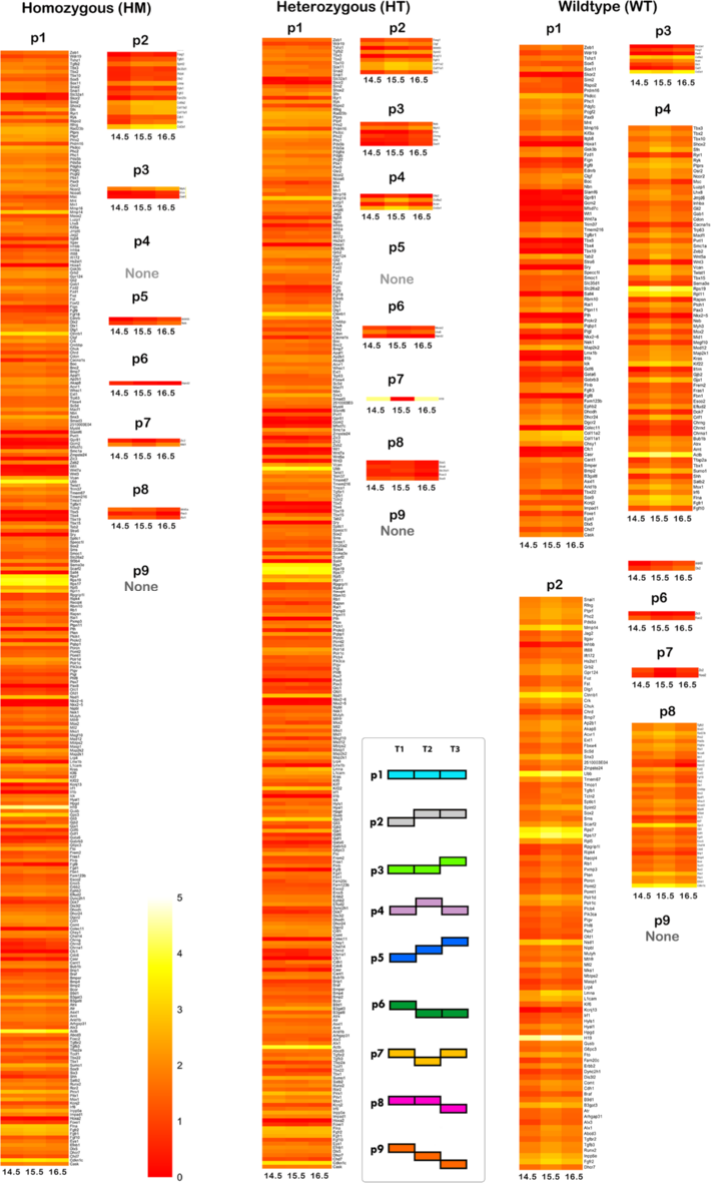
**CP genes represented in pattern-oriented heatmaps.** Transcripts were clustered based on expression patterns (n = 9) and heatmaps were constructed using the R pheatmap package. Each column corresponds to the transformed FPKM value of transcripts in duplicate, and each row corresponds to a gene. None of the genotypes had transcripts clustered in p9. Additionally, p4 in TGFΒ3−/− and p5 in TGFΒ3+/− did not contain transcripts. Therefore, the total number of CP gene patterns/genotype groups is 22. The increasing intensity of red to yellow signifies a higher level of expression (FPKM) in the given sample of a specific transcript. The list of genes for each particular pattern and genotype are shown in Additional file 9.

**Table 3:** Unique TGFβ3−/− genes following the p1 pattern

	**TGFβ3−/−**	**TGFβ3 +/−**	**WT**	**Name**	**Type**
**Chrng**	p1	p3	p4	Cholinergic receptor, nicotinic, gamma (muscle)	Transmembrane glycoprotein
**Foxc2**	p1	p8	p6	Forkhead box C2	Transcription factor
**H19**	p1	p7	p2	Imprinted maternally expressed transcript H19	Non-protein coding RNA
**Kcnj13**	p1	p2	p2	Potassium inwardly-rectifying channel, subfamily J, member 13	Inwardly rectifying potassium channel family of proteins
**Lhx8**	p1	p6	p4	LIM homeobox 8	Transcription factor
**Meox2**	p1	p6	p8	Mesenchyme homeobox 2	Antennapedia-like homeobox-containing genes
**Shh**	p1	p3	p4	Sonic hedgehog	Morphogen – Secreted protein
**Six3**	p1	p2	p3	SIX homeobox 3	Transcription factor

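In WT, Sfn was among the CP genes that rose from E14.5 to E15.5 (chosen after its values were seen), by a log2 fold change of 1.63 (standard error 0.21, adjusted p = 0.00527 from limma). Of 263 CP genes, limma called 2 over this day (2 adjusted over the list alone, 44 at an unadjusted p under 0.05). By group means, 242 of 262 CP genes (92.4%) were in p1, 9 (3.44%) in p2, 4 in p3, 1 (0.382%) in p4, 2 in p6, 1 in p7 and 3 in p8, and p5 and p9 were empty. From E15.5 to E16.5 limma called 1 of 264 (1 adjusted over the list alone, 52 unadjusted), or 8, 2 and 4 without E15.5 WT replicate 2, E16.5 WT replicate 1 and E16.5 WT replicate 2. From E14.5 to E16.5, 11 rose and 10 fell of 265 (11 and 10 adjusted over the list alone), among them, chosen after their values were seen, Fam20c, a kinase of secreted bone and tooth proteins, at 1.52 and Cdh1, the epithelial cadherin, at 1.18, and Osr2, a transcription factor of palatal mesenchyme, at −1.03 and Dlx2, a homeobox gene of craniofacial mesenchyme, at −1.40 on the log2 scale (adjusted p = 0.00424, 0.0367, 0.00940 and 0.0144 from limma). The call of Fam20c was lost without E16.5 WT replicate 1 (0.98, adjusted p = 0.0222), that of Cdh1 without E14.5 WT replicate 1 (0.83, adjusted p = 0.223), E16.5 WT replicate 1 (1.45, adjusted p = 0.0508) or E16.5 WT replicate 2 (0.91, adjusted p = 0.167), that of Osr2 without E14.5 WT replicate 2 (−0.91, adjusted p = 0.0658), and that of Dlx2 without E14.5 WT replicate 1 (−1.42, adjusted p = 0.0599), E14.5 WT replicate 2 (−1.39, adjusted p = 0.0652) or E16.5 WT replicate 2 (−1.34, adjusted p = 0.0529), from limma with the log2 fold change first. The count to E15.5 was 1 without E14.5 WT replicate 1, 1 without E15.5 WT replicate 1 and 7 without E15.5 WT replicate 2, and that to E16.5, 21 in all, was 11 without E14.5 WT replicate 2. With only the 2 groups compared in the fit the counts were 0 to E15.5, 5 from E14.5 to E16.5 and 0 from E15.5 to E16.5. The share in p4 was 0 without E15.5 WT replicate 1 or E16.5 WT replicate 1, 1.57% without E15.5 WT replicate 2 and 0.769% without E16.5 WT replicate 2.

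**Figure D4:**
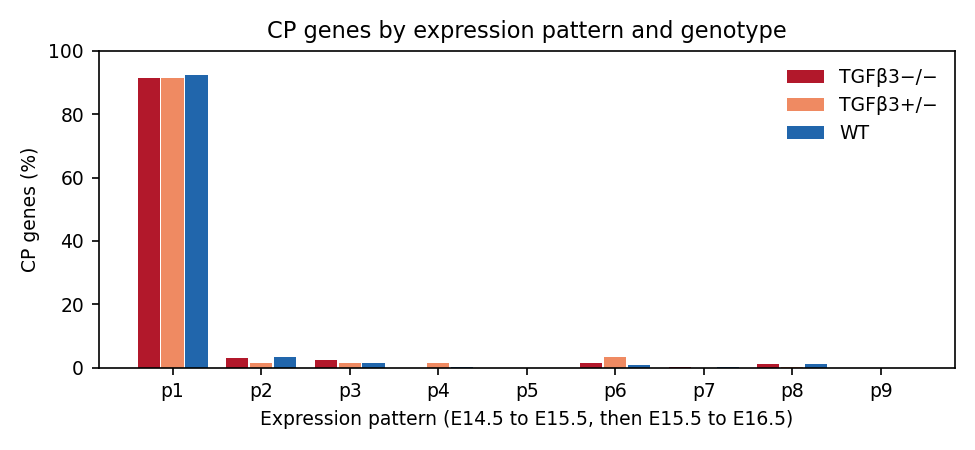
Percent of the CP genes with a value at all ages (y axis) in each of the expression patterns p1 to p9 (x axis) by genotype, from group means of 2 animals. p1 holds 91.5% in TGFβ3−/−, 91.5% in TGFβ3+/− and 92.4% in WT.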

Finally, in WT samples, the transcripts were more equally dispersed into p1, p2 and p4 as 29%, 32%, and 23% respectively. These results suggest that in normal mice, the majority of CP transcripts are required to be upregulated between E14.5 and E15.5 (denoted as p2 and p4), which corresponds to the most crucial stages of palatogenesis- the adhesion and the fusion stages [34]. Some of these upregulated genes were eventually downregulated (p4) or remained at the same expression levels (p2), which suggest that they may contribute to the final phase of palate development.

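Between genotypes, Sfn was the CP gene that passed limma's test, lower at E15.5 in TGFβ3+/− than in WT, where 1 of 261 CP genes was called (1 adjusted over the list alone, 29 at an unadjusted p under 0.05). In TGFβ3−/− against WT at E15.5 limma called 0 of 262 (2 lower adjusted over the list alone, 11 unadjusted). The count between TGFβ3+/− and WT at E15.5 was 0 without E15.5 TGFβ3+/− replicate 2 or E15.5 WT replicate 1 and 3 without E15.5 WT replicate 2. It was also 0 with median-ratio scaling, scaling to a common sum, no mean-variance trend, a replicate block, only the 2 groups compared in the fit and, both chosen after seeing the data, the largest locus of a gene and genes with a value in all 18 animals, and 5 with the 36 libraries as separate samples. The CP genes as a list had a median log2 fold change of −0.01 from E14.5 to E15.5 in WT, −0.09 in TGFβ3−/− and −0.13 in TGFβ3+/− (camera, adjusted p = 0.147, 0.231 and 0.0483, the last with adjusted p = 0.302 with an estimated correlation). From the spread of CP genes over p1, p2 and p4 in WT (Figure 4), the paper proposes that most CP transcripts need to rise while the shelves adhere and fuse.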

### Downstream pathway analysis of CP genes

We used the IPA software to determine how the expression pattern-clustered CP genes interconnected with each other to facilitate cellular biofunctions and signaling. According to the core analysis of all CP genes (n = 322) using the IPA, the most significant top 5 cellular functions were *cellular development*, *gene expression*, *cellular growth and proliferation*, *cell signaling* and *cell morphology* (Table 4). Although the numbers of molecules were higher in some cellular functions, the ranking was based on p-values calculated by IPA according to relevance of datasets with IKB. Differentially expressed molecules clustered into GO of these cellular biofunctions are tabulated in Additional file 10. The pattern-oriented distribution of the top cellular biofunctions (n = 8) in relation to the TGFβ pathway are illustrated with a color coded matrix with the darker color representing higher relevance between cellular functions and uploaded CP gene pattern datasets (Figure 5).

**Figure 5:**
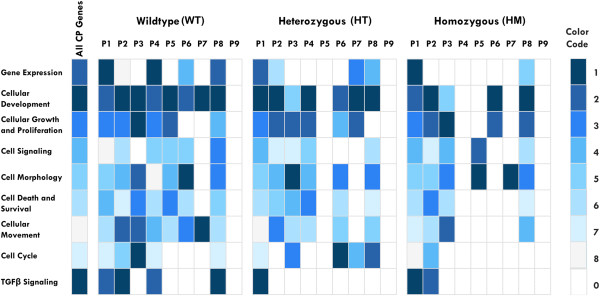
**Downstream effects analysis of CP gene patterns using IPA.** The effects of TGFβ3 alleles on CP genes during palatogenesis were examined in the context of differentially expressed human and mouse genes using Ingenuity Pathway Analysis (IPA). Entrez IDs of each CP gene pattern/genotype group (n = 22) were uploaded to IPA as individual datasets. Each identifier was mapped to its corresponding gene object in the Ingenuity Knowledge Base (IKB). Interactions were then queried between these datasets and all other gene objects stored within IPA to generate a set of overlapping direct interaction networks. The significant genes were categorized, compared to functional categories in the IPA database, and ranked according to their p-values. The cellular processes that are most significantly altered in our datasets were: gene expression, cellular development, cellular growth and proliferation, cell signaling, cell morphology, cell death and survival, cellular movement, and cell cycle. The pattern-oriented distribution of the top cellular biofunctions were ranked and illustrated in a color coded matrix: the darker color represents greater relevance between cellular function and CP gene datasets.

**Table 4:** Differentially expressed molecules clustered into GO of cellular biofunctions

**Category**	**p-Value**	**# Mols**
Gene Expression	1.23E-30	151
Cellular Growth and Proliferation	1.48E-23	199
Cell Cycle	2.58E-14	76
Cellular Movement	2.74E-12	107
Cell Signaling	3.20E-22	25
Cell Death	3.44E-12	168
Cell Morphology	4.03E-16	103
TGFβ Signaling	5.02E-18	24

The CP genes unique to p1 of TGFΒ3−/− (n = 8) may have necessary functions for the complete development of palatal shelves. Therefore, we analyzed the interaction of these genes with each other, as well as with key biofunctions and TGFβ signaling using IPA (Figure 6). We found that 5 of these genes (*Shh, Foxc2, Six3, Meox2,* and *H19*) are closely related to each other, with *Tnf* (tumor necrosis factor) and *Ccnd1* (Cyclin d1) being their intersecting molecules. These genes were mostly associated with cell morphology and cell death biofunctions, and were indirectly associated with TGFβ signaling through *Pias4* (protein inhibitor of activated STAT, 4).

**Figure 6:**
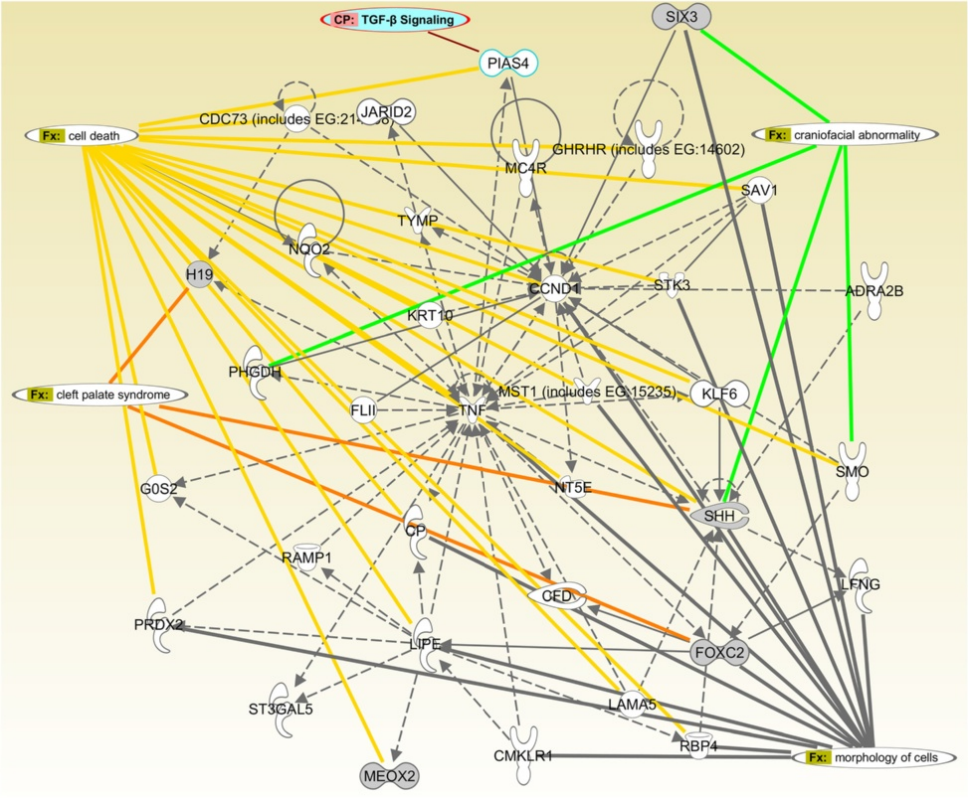
**Cellular biofunction and pathway analysis of CP genes unique to p1 of TGFΒ3−/− (n = 8).** Entrez IDs of CP genes unique to p1 of TGFΒ3−/− were identified using the Venn diagram and uploaded to IPA as an individual dataset. Core analysis was run by default settings on IPA, and the top cellular biofunctions, diseases, and canonical pathways were detected. IPA Path Designer was used to generate the network of these genes through an overlay of the biofunctions and pathways. Genes belonging to the Unique TGFΒ3−/− p1 list were merged into a network (*Foxc2, H19, Meox2, Six3, Shh*) and gray-shaded. Relationships are shown with colored arrows for easy gene identification.

According to IPA core analysis, there were 19 molecules associated with TGFβ signaling [Ratio: 19/89 (21%)] among all of the CP genes (n = 322). TGFβ signaling molecules along the pathway and their cellular locations are illustrated in Figure 7. TGFβ signaling transcripts expressed in both TGFΒ3−/− and TGFΒ3+/− were (n = 18): *Acvr1, Bmp2, Bmp4, Bmp7, Crebbp, Grb2, Inhba, Inhbb, Kras, Map2k1, Map2k2, Nkx2-5, Runx2, Smad3, TGFβ2, TGFβ3, TGFβr1, TGFβr2 *(Table 3). All of these molecules followed the p1 expression pattern, which represents a uniform level of expression throughout all time points. However, within WT transcripts, TGFβ-associated molecules were almost equally distributed among p1, p2, p4, and p8. 

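Among genes of TGFβ signaling, Tgfb1, which encodes a TGFβ ligand, was the one that rose between E14.5 and E16.5, from 9.41 ± 0.557 to 21.2 ± 4.14 FPKM (SD, n = 2) in TGFβ3−/− (log2 fold change 1.08, standard error 0.19, adjusted p = 0.00337 from limma) and from 9.85 ± 0.0120 to 26.0 ± 2.50 in TGFβ3+/−. In TGFβ3−/− it was at 18.9 ± 2.98 FPKM at E15.5, and on the log10(FPKM + 1) scale of the patterns neither step reached 2-fold. Of the 19 genes of Table 5, 14 had a value at all ages, and all 14 were in p1 in TGFβ3−/− and in TGFβ3+/−. Tgfbr1 and Tgfbr2, the receptors of TGFβ, had means of 29.4 and 13.8 FPKM over all 18 animals, and Smad3, which carries the signal to the nucleus, 18.8. Of the 14, limma called 0 from E14.5 to E15.5 in TGFβ3−/− and 0 in TGFβ3+/− (0 adjusted over the list alone, 6 and 1 at an unadjusted p under 0.05), and 1, Tgfb1, to E16.5 in each (1 adjusted over the list alone). In TGFβ3−/− the fold change of Tgfb1 was under 2 without E16.5 TGFβ3−/− replicate 1 (0.89 on the log2 scale). Inhbb, a subunit of activin, was the lowest of the 14 with 1.11 FPKM. The paper took these 19 genes from its CP genes by their link to TGFβ signaling, and sorted them into patterns on these same samples. The patterns found here are therefore not independent evidence for those of the paper.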

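Tgfb1 rose in WT from 9.63 ± 1.35 FPKM at E14.5 to 20.9 ± 4.49 at E16.5 (SD, n = 2), passing through 16.9 ± 4.07 at E15.5, with a log2 fold change of 0.74 over the first day (standard error 0.19, adjusted p = 0.0696 from limma) and 1.03 over both (adjusted p = 0.00376 from limma). Bmp4, a ligand of the anterior palatal mesenchyme, had 15.6, 14.3 and 12.4 FPKM at the 3 ages, Tgfb2, the TGFβ of the mesenchyme, 20.4, 19.8 and 14.5, and Inhba, the activin A subunit, 5.86, 5.97 and 4.26. All 14 genes of Table 5 with a value were in p1 in WT too. Limma called 0 of them from E14.5 to E15.5 in WT (0 adjusted over the list alone, 3 at an unadjusted p under 0.05) and 1 to E16.5 (1 adjusted over the list alone, 6 unadjusted). The fold change of Tgfb1 to E16.5 was under 2 without E14.5 WT replicate 2 (0.91 on the log2 scale) and without E16.5 WT replicate 2 (0.82). In no comparison of genotypes at 1 age did any of the 14 pass limma's test, Tgfb1 in TGFβ3−/− against WT being at −0.03, 0.16 and 0.02 from the earliest age to the latest.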

All represented TGFβ pathway molecules (n = 19) were grouped into genotypes according to their expression patterns (Table 5). When the significantly altered CP genes were overlaid with TGFβ signaling, all of these genes followed the Smad-dependent pathway (Figure 7).

**Figure 7:**
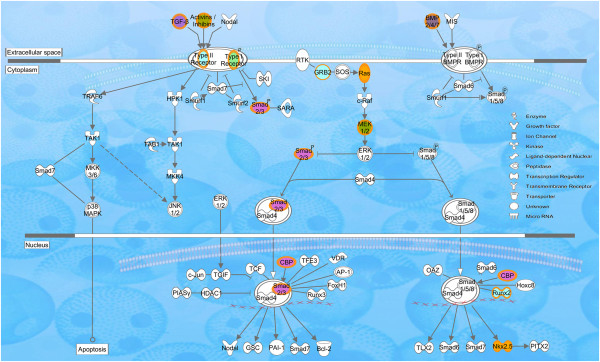
**Characterization of CP genes in relation to the canonical TGFβ signaling pathway.** The cellular localization of CP genes which function in the canonical TGFβ pathway was illustrated using IPA Path Designer. CP gene datasets uploaded to IPA were analyzed using default settings for the core analysis. A total of 19 CP transcripts from these datasets were associated with the TGFβ canonical pathway: ACVR1, BMP2, BMP4, BMP7, CREBBP, GRB2, INHBA, INHBB, KRAS, MAP2K1, MAP2K2, NKX2-5, RUNX2, SMAD3, TGFβ2, TGFβ3, TGFβR1, and TGFβR2. These datasets (n = 7) were selected and overlaid with each other using the IPA Path Designer. Color codes reflect the genotype and expression pattern of CP genes as follows: Orange lines: both TGFβ3−/−p1 and TGFΒβ3+/−p1; green filled: WTp1; light blue filled: WTp2; orange filled: WTp4; and purple filled: WTp8. The types of molecules are annotated in the legend.

**Table 5:** TGFβ pathway molecules grouped into genotypes with patterns

**TGFΒ3−/−**		**TGFΒ3+/−**	**WT**			
**p1**	**p2**	**p1**	**p1**	**p2**	**p4**	**p8**
Acvr1	Tgfβ1	Acvr1	Bmp2	Acvr1	Inhba	Bmp4
Bmp2		Bmp2	Map2k2	Bmp7	Kras	Crebbp
Bmp4		Bmp4	TGFβr1	Grb2	Map2k1	Smad3
Bmp7		Bmp7		Inhbb	Nkx2-5	Tgfβ2
Crebbp		Crebbp		Runx2		
Grb2		Grb2		Tgfβ1		
Inhba		Inhba		Tgfβ3		
Inhbb		Inhbb		TGFβr2		
Kras		Kras				
Map2k1		Map2k1				
Map2k2		Map2k2				
Nkx2-5		Nkx2-5				
Runx2		Runx2				
Smad3		Smad3				
Tgfβ2		Tgfβ1				
Tgfβ3		Tgfβ2				
TGFβr1		Tgfβ3				
TGFβr2		TGFβr1				
		TGFβr2				

## Discussion

### Global transcriptome of TGFβ3 alleles

Palatogenesis is a complex process involving multiple steps, including: palatal shelf growth, elevation, adhesion and fusion (Additional file 11). It requires the orchestration of several key cellular functions (such as cellular proliferation, differentiation, movement, communication, and death) regulated by numerous genes and signaling pathways. It has been well documented that disruption of structural and regulatory genes involved in any stage of palatogenesis, which occurs between E11.5 and E16.5 in mice, contributes to the formation of cleft palate [34]. On the basis of our studies and others [5,6,35], the stages from E14.5 to E16.5 have been identified as the most critical phases. During these stages, the palatal shelves adhere to each other with a seam and the seam begins to disintegrate in order to complete fusion, resulting in a confluent palate. Therefore, we anticipated that the majority of the genes contributing to physiological palatogenesis would be progressively regulated during these phases. In this study, we took advantage of high-throughput sequencing technology, RNA-Seq, to quantitatively analyze the expression of transcripts in mouse embryonic palatal tissues at three developmental stages.

The integrity and quality of the isolated RNA are the primary factors contributing to successful RNA-Seq studies [36], therefore we ensured that our palatal RNA samples were of high quality based on their RIN (>8.4). In our study, we used the “paired end” approach for RNA-Seq, wherein a single 100bp-long read is sequenced at both ends, which allows the tracking of alternate splice junctions, as well as further analysis of SNPs, insertions and deletions; thus providing more accurate and informative sequencing results from our samples [37,38]. We submitted the raw reads of RNA-Seq data (fastq files) to SRA and the assembly data to the Transcriptome Shotgun Assembly Database.

Our global transcriptome analyses of TGFβ3 alleles showed that significant numbers of transcripts (~6000 genes) were differentially expressed between E14.5 and E15.5, particularly within the WT fetuses, indicating functional roles of these genes during this time period of palatogenesis (Table 1). Interestingly, we found lower numbers of transcriptome alterations between the same time points within the TGFβ3−/− mice (n = 2770), which can be explained by the consequential suppression of gene clusters due to inactivation of the TGFβ3 gene. However it was surprising to observe that the lowest number of transcriptome changes were in TGFβ3+/− mice, n = 1993, which are phenotypically identical to WT mice [25]. This may suggest that only this number of gene alterations is sufficient to enhance the palatal growth and fusion.

Furthermore, in normal mice (WT) the majority of transcripts were upregulated during the early transition of palatogenesis (E14.5 - E15.5) and downregulated during the later transitions (E15.5 - E16.5), suggesting that these are critical stages of palatogenesis requiring extensive gene regulation. This pattern of upregulated-downregulated expression suggests that particular CP genes may follow the same expression pattern to stimulate disintegration of the palatal seam, resulting in a confluent palate.

### Understanding the expression of CP genes

The OMIM and MGI databases provide up-to-date and adequately classified information about genetic diseases in humans and mice, respectively; therefore, the identification of CP related genes from either species was uncomplicated. However the merger of the information from these databases required further computer analysis to identify common and individual CP genes between the two species (Additional file 7). To our knowledge, our list of CP genes (Table 2) covers the most comprehensive number of genes (n = 322), which cause CP when mutated in either species alone or both species [39,40].

It was expected that TGFβ3 allelic mice follow 9 different expression pattern combinations during the E14.5-E15.5 and the E15.5-E16.5 transitions (Figure 3). Interestingly, none of the genes followed pattern 9, which represents the continuous downregulation of the transcript throughout all palatal stages. We observed that the majority of the CP genes were equally clustered into p2, p4, and p8 in WT samples (WT), representing normal palate development (Figure 4). Conversely, in both the TGFΒ3−/− and TGFΒ3+/− samples, almost all CP transcripts (91%) were accumulated in p1, and demonstrated high similarity between datasets (92%) (Additional file 9). This suggests that expression regulation of CP genes in both of these allelic mice was either delayed or abandoned.

### Unique TGFΒ3−/− genes following the p1 pattern

Although the pattern of transcriptional expression between TGFΒ3−/− and TGFΒ3+/− are unexpectedly similar, phenotypic expression of CP occurs only in TGFΒ3−/− and not in TGFΒ3+/− pups [24,25]. This suggests that the unique p1 genes of TGFΒ3−/− (n = 8; *Chrng, Foxc2, H19, Kcnj13, Lhx8, Meox2, Shh,* and *Six3*) may play crucial roles in the completion of palatogenesis. Therefore, we analyzed their specific functions within the cell, their roles in palatogenesis, and their interactions with the TGFβ signaling pathway using IPA and GeneCards [41].

Chrng (Cholinergic receptor, nicotinic, gamma) is a transmembrane glycoprotein and has been shown to play a role in neuromuscular organogenesis and ligand binding [42]. Mutation of Chrng causes the developmental disorder multiple pterygium syndrome in humans, exhibited by isolated CP, short stature, vertebral (spine) defects, joint contractures, and webbing of the neck, armpit, elbow, and knee [42,43]. Pterygium is also associated with Irf6 and p63 mutations in humans [44], and both Irf6 and p63 are known to be closely associated with TGFβ signaling. Nevertheless, according to current literature, we could not find any relationships between Chrng and other molecules of the TGFΒ3−/− unique p1 list (Figure 6), or the TGFβ pathway.

Foxc2 (Forkhead box C2) is a member of the forkhead box (FOX) family of transcription factors and has been shown to be functional during development of mesenchymal tissues [45]. Mutations in Foxc2 are responsible for the hereditary lymphedema-distichiasis syndrome with CP observed in some patients [46]. In addition, Foxc2 is also involved in cancer metastases. In particular, expression of Foxc2 is induced when epithelial cells undergo epithelial-mesenchymal transition (EMT) [47]. Recently, Lindley at al. (2010) showed that Foxc2 may play a role in EMT maintenance when human mammary epithelial cells are treated with TGFβ [45]. (The Foxc2 knockout mouse is not available, according to KOMP). Overall, these relationships suggest that Foxc2 could be a vital element of palatal confluency through facilitation of EMT. Furthermore, failure of proper Foxc2 transcript regulation may result in CP in TGFβ3−/− fetus.

H19 is an imprinted maternally expressed transcript and expresses a long noncoding RNA. It has been shown that an enhancer deletion affects the expression of both H19 and Insulin-like growth factor 2 (Igf2), thus the Igf2 and the H19 genes are proposed to utilize a set of common enhancers [48,49]. When Thomas et al. (1997) produced transgenic mice that express the Igf2 gene under the control of the H19 enhancers, a large fraction of homozygous mice developed CP [44]. In our network analysis (Figure 6), we found that H19 is indirectly related with TGFβ signaling through TNF, which suggests that it may play a crucial role during palatogenesis under regulation of TGFβ.

The Kcnj13 gene encodes a member of the inwardly rectifying potassium channel family of proteins and regulates ion transmembrane transport and mutations in Kcnj1 are associated with snowflake vitreoretinal degeneration [50]. There were no significant relationships found between Kcnj12 and other molecules of the TGFΒ3−/− unique p1 list (Figure 6), or the TGFβ pathway. However, this does not rule out its potential regulatory interaction with TGFβ signaling, and therefore demands additional studies to determine its role during palate development.

Lhx8 is a member of the LIM homeobox family of transcription factor proteins, which are involved in patterning and differentiation of various tissue types. Lhx8 is expressed in the mesenchyme of the mouse palatal structures throughout their development [11]. Zhao et al. (1999) showed that in Lhx8 homozygous mutant embryos, the bilateral primordial palatal shelves formed and elevated normally, but they often failed to make contact and to fuse properly, resulting in a cleft secondary palate [51]. Inoue M et al. (2006) proposed that the L3/Lhx8 gene contributes to epithelial mesenchymal interactions during facial morphogenesis and that Fgf-8b and Tgfβ3 were responsible for Lhx8 expression in the maxillary process [52]. Our RNA-Seq study of TGFβ3 −/− fetuses further confirmed the requirement of upregulated expression of Lhx8 throughout palatal morphogenesis.

The Meox2 gene (mesenchyme homeobox 2) encodes a member of a subfamily of non-clustered, diverged, antennapedia-like homeobox-containing genes [53,54]. Jin et al. (2006) found that Meox2 is highly expressed in the posterior region of the developing palate, and the reduction of Meox2 gene levels increased the susceptibility of mice to cleft palate through a novel post-fusion mechanism [53]. The posterior cleft in E15.5 Meox2 −/− mice contained no epithelial cells, therefore they proposed that Meox2 may function to strengthen the fusing zone of palatal shelves. The lack of strong fusion of epithelial cells during stable expression of Meox2 may explain why the palatal shelves of TGFβ3−/− mice attach to each other, but fail to fuse [25]. Recently, Valcourt et al. (2007) showed that ectopic Meox2 suppressed epithelial cell proliferation in cooperation with Tgfβ1, and mediated induction of the cell cycle inhibitor gene p21 [54]. Furthermore, they showed that Meox2 failed to promote EMT and partially blocked Tgfβ1-induced EMT [54]. Considering the requirement of EMT during palatal fusion, Meox2 expression needs to be downregulated at the later stages of palatogenesis, as observed in both WT and TGFβ3+/− mice in our study.

Sonic hedgehog, Shh, is a member of the hedgehog family of secreted proteins and has been implicated as the key inductive morphogen in patterning of vertebrates during organogenesis; particularly the ventral neural tube, the anterior-posterior limb axis, and the ventral somites [55]. Shh signaling plays essential roles in craniofacial development by regulating a number of transcription factors and signaling interactions that take place between the epithelium and mesenchyme during normal palatogenesis [56]. Lan et al. (2009) showed that Shh is predominantly expressed in palatal epithelia and signals directly to the palatal mesenchyme to regulate palatal mesenchyme cell proliferation through maintenance of cyclin D1 and D2 (Ccnd1 and Ccnd2) expression [56]. Recently, Sasaki et al. (2007) showed that Shh expression in the palates of Tgfβ3-null mice was reduced throughout E12.5–E15.5, and thereby proposed that Shh may be involved in TGFβ3 regulation of normal palatal fusion [57]. Our results further support that upregulated expression of Shh is necessary for the successful completion of palatogenesis, as observed in the TGFβ3+/− and WT mice, but not in TGFβ3−/−.

SIX homeobox 3 (Six3) is a transcription factor crucial to embryonic development by providing the necessary instructions for the formation of the forebrain and eye development [58]. Similar to Shh [59], mutations in the homeodomain of the human Six3 gene cause holoprosencephaly and are associated with midline facial cleft - tessier cleft 14 [60]. In mice, it has been shown that Six3 protein increases expression of Ccnd1 protein [61], which is directly related to TGFβ signaling (Figure 6). Our results indicate that Six3 expression has to be upregulated after E14.5 for the precise progression of palate development. Therefore, the interaction of Six3 with TGFβ3 and their mechanism of activation deserve further analysis using biological techniques.

### Cellular biofunctions and TGFβ pathway molecules

The expression pattern-clustered CP genes interconnect each other to facilitate cellular biofunctions and canonical pathways. The relevance of these groups of gene datasets was detected using IPA core analysis (Figure 5).

Our primary objective in this study was to analyze the transcriptomal differences among the alleles of TGFβ3 knockout mice. Thus, it was critical to find the relationship of CP genes with the TGFβ signaling pathway, which encompasses 89 molecules (Figure 7). TGFβ3 controls the fusion of palatal shelves by EMT and apoptosis [5,14,62]. Furthermore, TGFβ1 and TGFβ2 regulate mesenchymal cell proliferation and extracellular matrix synthesis in the palate [63]. Although not all of the molecules of the TGFβ signaling pathway are associated with CP genes, it is noteworthy that all of the related CP genes followed the Smad-dependent pathway. This may indicate that TGFβ3 regulates the CP genes through Smad-signaling, with ancillary involvement of ERK, PI3K, JNK, MAPK, etc. Thus, the promoter regions of these CP genes should be analyzed for Smad-binding elements using ChIP-PCR or ChIP-Seq. The majority of these CP genes followed the p8 expression pattern in WT mice, which represents the unchanged-downregulated expression pattern. This suggests that TGFβ molecules are required during E14.5 and E15.5, but are less necessary during E16.5, which correlates with our previous findings demonstrating the sequential function of TGFβ3 throughout the degradation of the palatal seam [5].

Overall, these sequencing and bioinformatics analysis studies are used as gene identification tools for future experiments to further understand the detailed mechanism of palate development. The 8 putative CP causing genes and Smad-dependent TGFβ signaling molecules will be analyzed in detail using gene and protein expression studies, as well transcription factor and promoter binding assays.

## Conclusions

As a result of the complexity of TGFβ signaling, apparently simple but highly important questions regarding the development of cleft palate remain unanswered, including: what is the genetic footprint of TGFβ3 in normal palatogenesis and how does the deregulation of TGFβ3 signaling cause cleft palate? In this study, we have attempted to answer these questions through the extensive quantitative transcriptome analysis of the palates of TGFβ3 knockout mice through RNA sequencing technology. Our study represents the first detailed analysis of palatal transcriptomes generated by RNA-Seq technology during critical stages of palatogenesis. The dataset described here will provide an enriched resource for searching transcripts that may play key regulatory roles at different stages of palatal development. Furthermore, we identified 8 key genes which may play fundamental roles in the development of cleft palate in TGFβ3−/− mice. Our combined results provide an initial understanding of the complex genetic mechanism of TGFβ3-mediated palatogenesis, and may lead to the identification of genes for the targeted prenatal treatment of cleft palate.

## Methods

### Mouse breeding and genotyping

The generation and genotyping of TGFβ3−/− mice have been described previously [25]. TGFβ3 heterozygous (+/−) C57BL/6J male and female mice were provided by Tom Doetschman (BIO5 Institute, University of Arizona, AZ). Mice were housed in accredited animal facilities at the University of Nebraska Medical Center (UNMC). All procedures were approved by the IACUC (Institutional Animal Care and Use Committee) of UNMC. Homozygous (−/−) embryos were obtained by mating TGFβ3^+/−^ male and female mice. The morning that the vaginal plug was pulled was considered embryonic day (E) 0.5. Tissue samples were individually labeled and embryonic tails were used for genotyping by PCR. Genomic DNA was prepared using the Wizard Genomic DNA Purification Kit (Promega – A1120). The primers used for TGFβ3 were as follows:

TGFβ3 Forward 5^′^ TGGGAGTCATGGCTGTAACT 3^′^

TGFβ3 Reverse 5^′^ CACTCACACTGGCAAGTAGT 3^′^

pMC1-Neo 5^′^ GCCGAGAAAGTATCCATCAT 3^′^

These primers amplified 600 bp and 400 bp fragments for the mutated and WT alleles, respectively. PCR conditions were 30 cycles of 95°C for 30 seconds, 57°C for 45 seconds, 72°C for 1 minute, followed by one cycle of 72°C for 10 minutes.

Typically, 8 fetuses were obtained from each pregnancy in a Mendelian-fashion *3 allelic-genotype* (1:2:1) as 2 TGFβ3−/−, 4 TGFβ3+/−, and 2 WT. Palates were extracted from fetuses as described earlier [2] at *3 time points* (E14.5, E15.5, and E16.5) as *duplicates* and the tissues were stored in RNAlater RNA Stabilization Reagent (QIAGEN, CA) to preserve transcript integrity. In order to evaluate the reproducibility of our experimental samples and procedures, two independent biological and technical replicates were assayed for each gestational age and each allele resulting in 36 (n = 3 × 3 × 2 × 2) samples for sequencing.

### Protein, RNA extraction, construction of small RNA libraries, and RNA-Seq

Total proteins were extracted from the palatal shelves collected from embryonic (E) 15.5 and western blot was performed as previously done in our lab and described in [9,10] using antibody against TGFβ3 (R & D Systems, MN). We extracted the RNA using the RNeasy Kit (QIAGEN, CA) and evaluated the RNA for purity and concentration by ultraviolet spectroscopy (NanoDrop, Wilmington, DE). RNA integrity numbers (RIN) [64,65], based on an algorithm for judging the integrity of RNA samples, were evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Libraries were prepared using the Illumina mRNA-Seq Sample Preparation Kit (San Diego, CA) according to the manufacturer’s instructions. Briefly, poly(A) + RNA was recovered from 1 μg of total RNA using two rounds of isolation with oligo-dT-coated Sera-Mag magnetic beads. The recovered poly (A) + RNA was then chemically fragmented. RNA fragments were converted to cDNA using SuperScript II and random primers. The second strands were synthesized using RNaseH and DNA Pol I. The ends of the cDNA were repaired using T4 DNA polymerase, T4 polynucleotide kinase, and Klenow DNA polymerase. A single adenosine was added to the 3^′^ end using Klenow fragment (3^′^ to 5^′^ exo minus). Adaptors were attached to both ends of the cDNA using T4 DNA ligase. RNA fragments were extracted from a 2% low range ultra agarose sizing gel. The fragments were amplified by 15 cycles of PCR using Phusion DNA polymerase. Libraries were validated with Agilent Bioanalyzer (Palo Alto, CA). Libraries were diluted to 10 pM and applied to an Illumina flow cell using the Illumina Cluster Station. Sequencing was performed on Illumina HiSeq 2000 according to the manufacturer’s instructions [66,67].

### Mapping and quantification of transcripts

RNA-Seq datasets were analyzed by following the recently published RNA-Seq protocol [31]. The 36 samples (paired-end reads, including biological replicates and technical replicates; n = 3 × 3 × 2 × 2) were individually mapped onto the mouse genome (mm9, build name NCBIM37) by using TopHat v1.4.1 [68-70]. Preprocessing steps were not applied to the raw data (fastq) files because the sequencing quality was very high in both 3^′^ and 5^′^ ends according to the FastQC reports [71]. The relative abundance of reads was normalized to the total read number and shown as fragments per kilobase per million mapped (FPKM) [71]. After the alignment, Cufflinks v1.3.0 [72-74] was used to estimate the abundances of transcripts. Cuffdiff from Cufflinks repository was used to perform pairwise comparisons between different genotypes and gestational groups. The dispersion between each biological replicate was also tested by Cuffdiff, as well as the dispersion between each technical replicate. CummeRbund ( http://compbio.mit.edu/cummeRbund/) software [31] provides functions for creating commonly used expression plots, such as: volcano, scatter and box plots, using processed data from Cuffdiff. We used CummeRbund to generate scatter plots to use for quality assessments of both biological and technical replicates.

We used the VennDiagram [75], an R package that enables the automated generation of highly-customizable, high-resolution Venn diagrams, to illustrate the number of transcripts in each experimental group which passed the significance and fold change (FC ≥ 2.0) filtrations through Cufflinks. Pattern-oriented listings of CP genes were illustrated with GeneVenn, a web application for comparing gene lists (Additional file 5).

### Identification of cleft palate genes

We used the OMIM (Online Mendelian Inheritance in Man) database to retrieve 280 genes and loci involved in genetic diseases associated with CP syndromes in humans. We used information from developmental biology studies demonstrating CP in knockout mouse models and the Mouse Genome Informatics (MGI) website with the mammalian phenotype browser, the international database resource for the laboratory mice, to retrieve 128 genes (out of 223 genotypes) causing CP in mice. The pattern-oriented heatmaps of CP genes were illustrated by using R pheatmap package

### Biological interpretation and pathway analysis

The effects of TGFβ alleles on CP genes during palatogenesis were examined in the context of differentially expressed human and mouse genes using Ingenuity Pathway Analysis (IPA), (Ingenuity Systems, CA), a web-delivered application used to discover, visualize, and explore relevant networks. After performing statistical analysis and filtering of the RNA-Seq data, the Entrez IDs and FPKM values of each group were uploaded to IPA as a dataset. Each identifier was mapped to its corresponding gene object in the IKB. Interactions were then queried between these datasets and all other gene objects stored within IPA to generate a set of direct interaction networks that were overlapped. The significant genes were categorized, compared to functional categories in the IPA database, and ranked according to their p-values. P-values less than 0.05 indicate a statistically significant, nonrandom association between a set of significant genes and a set of all genes related to a given function in the IKB [76]. Through the assessment of differentially expressed genes, cellular processes that were most significantly altered in our dataset were: gene expression, cellular development, cellular growth and proliferation, cell signaling, cell morphology, cell death and survival, cellular movement, and cell cycle. Based on these IPA analyses, the cellular biofunction categories mentioned above and the TGFβ pathway were filtered among other cellular processes and canonical pathways; then ranked according to their p-values and represented as a color coded matrix. Datasets associated with the TGFβ pathway were overlaid using the IPA Pathway Designer.

## Abbreviations

TGFβ3: Transforming growth factor β 3; NGS: Next generation sequencing; RNA-Seq: RNA Sequencing; FC: Fold change; IPA: Ingenuity pathway analysis; E: Embryonic day; CP: Cleft palate; TGFΒ3−/−: Homozygous; WT: Wild-type; TGFΒ3+/−: Heterozygous; FPKM: Fragments per kilo base per million mapped.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

FO carried out the study design, animal breeding, sample collection, RNA extraction, identification of CP genes, IPA analyses, and drafted the manuscript. YL undertook RNA-Seq data quality control, processing, alignment, visualization, bioinformatics analyses, and helped to draft the manuscript. XZ performed animal breeding, collected palatal tissues and extract RNA CG and AN supervised the design and coordination of the study, and edited the manuscript. All authors read and approved the final manuscript.

## Authors’ information

FO is a postdoctoral research associate in AN’s group and has a strong background in cell biology and bioinformatics. He designed the research, identified CP genes, and analyzed the transcriptome. YL is a graduate student in CG’s group with training in computer science. He performed all RNA-Seq data processing and several bioinformatics studies. XZ is a graduate student in AN’s group studying palatal signaling. CG (Associate professor) has an interdisciplinary background both in molecular and computational biology. He has published a number of computational prediction methods on protein subcellular localization since 2004. AN (Associate professor) is a craniofacial developmental biologist and has extensive experience in cell signaling that governs palate development in TGFβ3 mice.

## Supplementary Material

Additional file 1 **TGFβ3 protein expression in the alleles of TGFβ3 knockout mice.** Western blot analysis show that while homozygous (HM; −/−) palates did not show any expression TGFβ3 protein in the palate collected at E15.5 heterozygous (HT; +/−) palates expressed limited levels of the TGFβ3 protein while the wild-type (WT; +/+) palates expressed higher level of TGFβ3 protein. Click here for file

Additional file 2 Table listing RNA integrity numbers (RIN) to monitor quality and degradation of RNA samples. Click here for file

Additional file 3 Table showing the number of reads per replicate of RNA samples. Click here for file

Additional file 4 **Validation of biological and technical replicates using CummeRbund.** The read numbers per transcript between the biological replicates were compared. Since the read number per transcript (FPKM value) ranged from 0 to >10,000, the read number + 1 was transformed by log10. Each dot represents data from one transcript. There was a high correlation between the two sequencing results (r = 0.98, Pearson’s correlation; p < 0.001 two tail). Click here for file

Additional file 5 **Venn diagrams of all significantly differentially expressed genes.** Differential expression of transcripts within TGFβ3 alleles (TGFΒ3−/−, TGFΒ3+/−, and WT) were compared using Venn diagrams. Lists of differentially expressed genes with their EntrezIDs were uploaded to the R VennDiagram package [75], the query was run, and the detected numbers and gene lists were exported to MS Excel. Relationships among the lists of differentially expressed genes within TGFβ3 allelic mice are depicted as intersections or uniqueness and grouped with their corresponding gestational age (E14.5, E15.5, and E16.5). A significant overlap of differentially expressed genes was observed among the allelic variants at each gestational age. Venn diagrams were not drawn per scale. Click here for file

Additional file 6 Table listing the names of the genes significantly increased from E14.5 to E15.5 followed by downregulation in E16.5 and their. Click here for file

Additional file 7 **Venn diagram of cleft palate (CP) related genes acquired from OMIM and MGI Using the OMIM (Online Mendelian Inheritance in Man) database, we identified 280 genes and loci involved in genetic diseases associated with CP syndromes in humans.** Several studies have developed knockout mouse models which exhibit CP [77]. We used the Mouse Genome Informatics (MGI) international database resource for laboratory mice to identify 128 genes (out of 223 genotypes) that cause CP in mice. The mouse genes were filtered based on gene names only, because some of the same genes were either studied by different labs or have splice variants, and as a result they were listed several times as genotypes in the MGI database. The human and mouse CP-associated genes were compared to find common genes, and the Homologene tool of NCBI [78] was used to compare and detect the orthologs of human and mouse CP related genes. We determined that 50 (out of 280) human CP related genes and loci were not represented, i.e. non-orthologs, within the mouse genome. Click here for file

Additional file 8 **Ideogram of CP genes on chromosomes.** A zoomable Circos image is drawn based on circular composition of CP genes on chromosomes. Data tracks appear inside and/or outside the circular layout. When the PDF file is magnified, tracks include FPKM values of CP genes as histograms and labeled from the outer circle to inner circle as “gene name, 14.5HM, 15.5HM, 15.5HM, 14.5HT, 15.5HT, 16.5HT, 14.5WT, 15.5WT, and 16.5WT”. Click here for file

Additional file 9 Table listing the all the CP genes sorted according to their pattern. Click here for file

Additional file 10 Table showing differentially expressed molecules clustered into GO of cellular biofunctions. Click here for file

Additional file 11 **Stages of palatogenesis in the mouse.** (A) Time-course of palate development in mice. (B-F) Scanning electron micrographs showing oral views of the secondary palate at representative developmental stages [reprinted from Kaufman (Kaufman, 1992) with permission]. Orange lines mark sites of fusion between the medial nasal processes and maxillary processes, white arrowheads point to initial outgrowths of the primary palate, white arrows point to the initial outgrowth of the secondary palatal shelves, red arrowheads mark the initial site of palatal adhesion and fusion, and the yellow arrowhead points to the gap between the primary and secondary palates that will disappear following fusion between these tissues. (G-U) Representative histological frontal sections from anterior (G-K), middle (L-P), and posterior (Q-U) regions of the developing palate at each indicated stage. The middle palate region is flanked by the developing upper molar tooth germs (black arrows in M-P) and corresponds to the palatine region of the future hard palate. The posterior palate region corresponds to the future soft palate. At E11.5 (G,L,Q), the palatal shelf outgrowths arise from the oral surface of the maxillary processes. At E13.5 (H,M,R), the palatal shelves exhibit distinct shapes along the AP axis. By E14.5 (I,N,S), the palatal shelves have elevated to the horizontal position. At ~ E15.0 (J,O,T), the palatal shelves make contact at the midline and initiate fusion by formation of the midline epithelial seam (MES) in the mid-anterior region (arrowhead in O). By E15.5 (K,P,U), palatal shelf fusion is evident in the middle and posterior regions, with complete removal of the MES (black arrowheads in P,U). Remnants of the MES can still be seen in the anterior region (K) at this stage and the palatal shelves also fuse superiorly with the nasal septum. Magnification is not equivalent between stages. MdbP, mandibular process; MNP, medial nasal process; MxP, maxillary process; NS, nasal septum; PP, primary palate; PS, palatal shelf; SP, secondary palate; T, tongue. Adapted from *Bush J O and Jiang R. Development 139, 231–243 (2012).* Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

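RNA of palates from TGFβ3−/−, TGFβ3+/− and WT mouse embryos of 3 ages was sequenced by the authors in 36 libraries, 2 lanes for each of 2 animals in 9 groups. Reads per library ran from 14418665 to 95847916, and the median half-width of the 95% interval of a locus, relative to its FPKM, ran from 12.0% to 18.8% over the libraries. For each library the authors mapped the reads to the mouse genome (mm9, NCBIM37) with TopHat 1.4.1, and assembled and quantified transcripts with Cufflinks 1.3.0, so that the deposited FPKM values are already scaled by transcript length and by the mapped fragments of that library. They checked read quality with FastQC 0.10.1. Each deposited table holds FPKM and its 95% confidence interval for loci assembled in that library alone, without gene names or strand, and no counts.

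Loci were joined to genes by position with a rule chosen after the files were seen. Annotated genes of NCBIM37 (GENCODE, protein-coding genes, lincRNAs, processed transcripts and polymorphic pseudogenes, 26233 in all) were searched, and 18161 had a locus in at least 1 library. Each locus went to the gene with which it shares the most exonic bases, and the FPKM of a gene was the sum over its loci of FPKM times the exonic bases covered, divided by all exonic bases of the gene. A gene was missing in a library where its locus also covered at least 50% of the exonic bases of another protein-coding gene, or where loci of other genes covered at least 50% of its own. Of 1500 genes with simulated loci, 1365 got a value when loci were whole and 1393 when they were in pieces, and 1362 (99.8% of those with a value) and 1340 (96.2%) came back within 10% of the true value.

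The 2 lanes of an animal were averaged, and a lane with no value left that of the other lane. A comparison left out genes with no value in any animal of a group it used. Genes at an FPKM of at least 1 in at least 2 animals (14050) were compared on the log2(FPKM + 1) scale with limma 3.58.1 in R 4.3.3, with all 9 groups in 1 model and a mean-variance trend. The first principal component of the 10335 genes with a value in all 18 animals held 44.18% of the variance and the second 12.81%. A gene was called at an adjusted p (Benjamini and Hochberg, within each comparison) under 0.05 and a fold change of at least 2, and a difference between genotypes in the change with age (6 interaction comparisons) at an adjusted p under 0.05 alone. There were 9 comparisons of ages within a genotype and 9 of genotypes within an age. Each age was sequenced in lanes of its own, except that for 1 library of E15.5 TGFβ3−/− replicate 1 Additional file 3 gives lane 2, a lane of E14.5, while its title gives lane 3, a lane of E15.5, so differences between ages cannot be told apart from differences between lanes. Of the 4 libraries of E15.5 TGFβ3+/−, 3 carry an age of 14.5 in their GEO characteristics and were placed at E15.5 by their titles, descriptions and Additional file 3. The test was tried on simulated data with the means and spreads of the real genes, for E15.5 against E14.5 in WT. Only the 10335 genes with a value in all 18 animals were simulated, so genes with missing values were not covered. Of genes with a 2-fold change, 70% passed the adjusted p and 37% were called. Of genes with a 4-fold change 96% were called, and 2 of 10135 unchanged genes were called.

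Besides the CP genes of the paper, lists of genes were written before the data were examined: the paper's Tables 3 and 5, TGFβ response, palatal mesenchyme, basal epithelium, periderm and cornified epithelium, regulators of epithelial-mesenchymal transition, cartilage, osteoblast and bone matrix, skeletal muscle, neural, pituitary, choroid plexus and retinal pigment epithelium, olfactory and respiratory epithelium, salivary and mucous gland, tooth, erythroid, macrophage and leukocyte, endothelium, hedgehog pathway, cell cycle, cytoplasmic ribosomal proteins, mitochondrial oxidative phosphorylation, stress and immediate early genes, hypoxia and glycolysis, replication-dependent histones, housekeeping and sex-linked genes. They were tested over the 10335 complete genes with camera (preset correlation 0.01, and again with an estimated correlation) and fry of limma. A list of skin genes was added after the data were examined. The genes named in the text follow a rule also set before the data were examined: Tgfb3, the genes of Tables 3 and 5 and those the paper names, the 5 largest changes in each direction of a comparison, and the 4 most abundant members of each list, 171 genes in all, of which those in the paper had values that were seen there. Other genes named are marked as chosen later. CP genes were sorted into p1 to p9 by a difference of at least 0.3 between group means on the log10(FPKM + 1) scale, rounded to 2 decimals.

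Alternatives to the pseudocount, the filter, the scaling, the lanes, the model, the handling of missing genes, the calling rule and the animals included were set before the data were examined, and others after: loci over several genes kept, the largest locus of a gene alone, genes complete in all animals alone, a fold change with no test for the overlaps, the list of skin genes and the count of loci inside introns of Tgfb3. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the join, the overlaps, Fisher's exact test and the figures.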

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

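The tests of one E15.5 WT animal, of more epithelium and of sequencing depth below were chosen only after the result was seen, as were the list of skin genes and the count of loci inside introns. Rsph3a, Kbtbd4, Krt18, Epcam, Cdh1, Cldn3, Cldn7 and Crabp1 fall outside the rule for naming genes and were chosen after their values were seen.

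A difference between genotypes in the change from E14.5 to E15.5, by limma's interaction test, singled out the next 4 genes. Ptpmt1, a mitochondrial phosphatase, had a difference of −4.89 on the log2 scale between TGFβ3−/− and WT and of −5.07 between TGFβ3+/− and WT, with a value in 1 animal per group at these ages and 0.0130 FPKM in the WT animal at E14.5, and its loci also cover Kbtbd4 in 18 libraries. Cflar, an inhibitor of caspase 8, differed by 1.48 between TGFβ3+/− and WT, and by 0.091 with the largest locus of a gene, an alternative chosen after seeing the data. Its call was lost in turn without each of E14.5 TGFβ3+/− replicate 1 (0.127), E14.5 TGFβ3+/− replicate 2 (0.123), E14.5 WT replicate 1 (0.0585), E14.5 WT replicate 2 (0.0981), E15.5 TGFβ3+/− replicate 1 (0.110), E15.5 TGFβ3+/− replicate 2 (0.0517), with the adjusted p from limma in parentheses, while the difference stayed at 1.41 to 1.55. Dnajb4, a heat shock protein, differed by −3.10, with a value in 1 E15.5 TGFβ3+/− animal, at 0.00120 FPKM, and was not called without E14.5 TGFβ3+/− replicate 1 (0.127), E14.5 TGFβ3+/− replicate 2 (0.118), E14.5 WT replicate 1 (0.0585), E14.5 WT replicate 2 (0.0981). Rsph3a, a radial spoke protein of cilia, differed by −1.70 and was not called without E14.5 TGFβ3+/− replicate 1 (0.175), E14.5 TGFβ3+/− replicate 2 (0.118), E14.5 WT replicate 2 (0.0981), E15.5 TGFβ3+/− replicate 1 (0.110), E15.5 TGFβ3+/− replicate 2 (0.0842), E15.5 WT replicate 2 (0.0588). Without the lone animal of a group Ptpmt1 and Dnajb4 could not be tested.

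A signal in genes outside those the paper discusses singled out the list of periderm and cornified epithelium, whose median log2 fold change at E15.5 was −1.36 in TGFβ3−/− and −1.27 in TGFβ3+/− against WT. More epithelium in the WT samples stays open, because 2 groups of epithelial genes went apart. Krt8, Krt18, Epcam, Cdh1, Cldn3 and Cldn7 had a median log2 fold change of −0.46 in WT against TGFβ3−/−, with 0 of 6 higher in WT, and median log2 ratios of −1.16 in replicate 1 and 0.01 in replicate 2 to the other genotypes, whereas 15 other genes of the basal epithelium list had a median of 0.34, with 14 of 15 higher in WT, and ratios of 0.57 and 0.14. One E15.5 WT animal may account for most of the difference, since the medians were −0.26 and −0.32 without replicate 1 and −2.14 and −2.39 without replicate 2. Skin in the sample stays open as a hypothesis, because a list of 28 skin genes, 0 of them in the other lists and 14 at a mean of 1 FPKM or more in the other 4 animals of the age, had a value for 20 genes, and was higher by a median log2 ratio of 1.44 in replicate 1 (20 genes) but 0.36 in replicate 2 (19 genes), with Krtdap at 155 and 40.7 FPKM (other animals 8.58 to 21.1) and Crabp1 at 119.6 and 141 (other animals 92.5 to 163). The skin list was written after the data were seen. It holds Krtdap and Dmkn, already among the 5 largest rises to E15.5 in WT. Its higher level therefore cannot separate skin from cornifying epithelium of the palate. A difference between the genotypes in the age at which palatal epithelium cornifies also stays open and was not tested.

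A signal in loci the paper did not analyse singled out loci wholly inside introns of Tgfb3, found in 6 of 6 TGFβ3−/− and 5 of 6 TGFβ3+/− animals and in 0 of 6 WT animals. More intronic loci in those libraries is argued against by the 5955 genes with intronic loci, of which 0 others show this split. Sequencing depth is argued against by 4 WT animals with more reads than the TGFβ3−/− animal with the fewest. An RNA from the altered allele may account for these loci, and a strain variant near the gene could too, and neither was tested.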

How the results depend on the processing

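The loci over several genes kept, the largest locus of a gene, the genes with a value in all 18 animals, and the fold change with no test for the overlaps are alternatives tested only after the results were seen. Tgfb3 stayed on the same side of the threshold in all 18 comparisons of ages or genotypes under each alternative tried and with each animal left out (72 values). The 6 shares and percents of CP gene patterns were within their limits with unrounded values, a pseudocount of 0.1, either scaling and the lower-numbered lane. The named genes had 295 calls. Of those with a value, 135 of 274 calls were kept with only the 2 groups compared in the fit, 209 of 267 with the lower-numbered lane, 249 of 286 with a replicate block, 248 of 295 with genes not listed taken as 0, 272 with scaling to a common sum, 275 with median-ratio scaling, 279 with no filter, 286 with a pseudocount of 0.1, 287 with the 36 libraries as separate samples and 288 with no trend (of 295 each), 263 of 295 with loci over several genes kept, 214 of 254 with the largest locus of a gene and 164 of 168 with genes complete in all animals, and 128 calls were lost when at least 1 animal was left out. Of 652 results for named genes, which include those never called, 641 were the same with a pseudocount of 0.1, 636 with no filter, 632 with median-ratio scaling, 645 with no trend, 605 with genes not listed taken as 0, 627 with scaling to a common sum, 629 with the 36 libraries as separate samples and 620 with loci over several genes kept. With fewer of these results having a value, 562 of 620 were the same with the lower-numbered lane, 606 of 643 with a replicate block, 550 of 593 with the largest locus of a gene, 484 of 489 with genes complete in all animals and 491 of 631 with only the 2 groups compared in the fit, where 139 lost the call. Of 2514 values with 1 animal left out, 2168 were the same and 343 lost the call. Among 125 calls of single gene lists by camera, 125 were lost with an estimated correlation, 5 with median-ratio scaling, and 98 of 500 values with 1 animal left out lost the call and 13 were reversed. With scaling to a common sum the median log2 fold change of all genes lay more than 0.1 from 0 in 5 comparisons, at 0.16 in TGFβ3−/− and 0.11 in TGFβ3+/− against WT at E15.5, and at 0.11 and −0.14 in the difference between TGFβ3−/− and WT in the change to E15.5 and to E16.5 and −0.14 in that between TGFβ3+/− and WT to E16.5, and changes with that scaling are relative to these. The fewest reads were those of E15.5 WT replicate 2, 31229656 over its lanes, with 12909 genes with a value against 13853 in replicate 1. Fewer samples enter with only the 2 groups compared, and fewer genes with those complete in all animals, and for all other changes below the cause was not tested. Genotype calls stand for the genes called between genotypes or in the test of a difference in the change with age, and CP genes for the CP genes called. In each group of values the count or value as reported follows in parentheses after the word from.

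With a pseudocount of 0.1, the values that changed were as follows. Genes up with pseudocount 0.1: E15.5 against E14.5 in TGFβ3−/− 349 (from 208), E16.5 against E15.5 in TGFβ3−/− 9 (from 19), E15.5 against E14.5 in TGFβ3+/− 268 (from 175), E15.5 against E14.5 in WT 320 (from 206). Genotype calls with pseudocount 0.1: TGFβ3−/− against WT at E14.5 3 (from 1), TGFβ3+/− against WT at E14.5 3 (from 1), TGFβ3−/− against TGFβ3+/− at E15.5 4 (from 1), TGFβ3−/− against WT, change from E14.5 to E15.5 2 (from 1), TGFβ3−/− against TGFβ3+/−, change from E14.5 to E15.5 1 (from 0), TGFβ3−/− against WT, change from E15.5 to E16.5 1 (from 0), TGFβ3+/− against WT, change from E15.5 to E16.5 2 (from 0), TGFβ3−/− against TGFβ3+/−, change from E15.5 to E16.5 1 (from 0). CP genes with pseudocount 0.1: E15.5 against E14.5 in TGFβ3−/− 2 (from 1). Other values with pseudocount 0.1: genes up from E14.5 to E15.5 in both TGFβ3−/− and WT 147 (from 74).

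With values scaled to a common sum, the values that changed were as follows. Genes up with scaling to a common sum: E15.5 against E14.5 in TGFβ3−/− 384 (from 208), E16.5 against E15.5 in TGFβ3−/− 7 (from 19), E15.5 against E14.5 in TGFβ3+/− 281 (from 175), E16.5 against E15.5 in TGFβ3+/− 35 (from 65). Genes down with scaling to a common sum: E16.5 against E14.5 in TGFβ3+/− 74 (from 43), E15.5 against E14.5 in WT 19 (from 10), E16.5 against E14.5 in WT 134 (from 81). Genotype calls with scaling to a common sum: TGFβ3−/− against WT at E14.5 2 (from 1), TGFβ3+/− against WT at E14.5 2 (from 1), TGFβ3−/− against TGFβ3+/− at E15.5 2 (from 1), TGFβ3−/− against TGFβ3+/−, change from E14.5 to E15.5 1 (from 0), TGFβ3−/− against WT, change from E15.5 to E16.5 1 (from 0), TGFβ3+/− against WT, change from E15.5 to E16.5 3 (from 0), TGFβ3−/− against TGFβ3+/−, change from E15.5 to E16.5 1 (from 0). CP genes with scaling to a common sum: E15.5 against E14.5 in TGFβ3−/− 2 (from 1), E15.5 against E14.5 in WT 4 (from 2), E16.5 against E15.5 in WT 2 (from 1), TGFβ3+/− against WT at E15.5 0 (from 1).

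With the 36 libraries taken as separate samples, which counts each animal 2 times, the values that changed were as follows. Genes up with 36 libraries as separate samples: E15.5 against E14.5 in TGFβ3−/− 407 (from 208), E16.5 against E15.5 in TGFβ3−/− 334 (from 19), E15.5 against E14.5 in TGFβ3+/− 424 (from 175), E16.5 against E15.5 in TGFβ3+/− 294 (from 65), E15.5 against E14.5 in WT 416 (from 206), E16.5 against E15.5 in WT 541 (from 250). Genes down with 36 libraries as separate samples: E15.5 against E14.5 in TGFβ3−/− 63 (from 23), E16.5 against E15.5 in TGFβ3−/− 21 (from 2), E15.5 against E14.5 in TGFβ3+/− 73 (from 20), E16.5 against E15.5 in TGFβ3+/− 78 (from 7), E15.5 against E14.5 in WT 31 (from 10), E16.5 against E15.5 in WT 62 (from 12). Genotype calls with 36 libraries as separate samples: TGFβ3−/− against WT at E14.5 8 (from 1), TGFβ3+/− against WT at E14.5 7 (from 1), TGFβ3−/− against TGFβ3+/− at E14.5 3 (from 0), TGFβ3−/− against WT at E15.5 84 (from 1), TGFβ3+/− against WT at E15.5 155 (from 9), TGFβ3−/− against TGFβ3+/− at E15.5 8 (from 1), TGFβ3−/− against WT at E16.5 107 (from 0), TGFβ3+/− against WT at E16.5 74 (from 0), TGFβ3−/− against TGFβ3+/− at E16.5 15 (from 0), TGFβ3−/− against WT, change from E14.5 to E15.5 130 (from 1), TGFβ3+/− against WT, change from E14.5 to E15.5 170 (from 4), TGFβ3−/− against WT, change from E15.5 to E16.5 486 (from 0), TGFβ3+/− against WT, change from E15.5 to E16.5 1718 (from 0), TGFβ3−/− against TGFβ3+/−, change from E15.5 to E16.5 27 (from 0). CP genes with 36 libraries as separate samples: E15.5 against E14.5 in TGFβ3−/− 11 (from 1), E16.5 against E14.5 in TGFβ3−/− 30 (from 18), E16.5 against E15.5 in TGFβ3−/− 2 (from 0), E15.5 against E14.5 in TGFβ3+/− 13 (from 1), E16.5 against E14.5 in TGFβ3+/− 13 (from 4), E16.5 against E15.5 in TGFβ3+/− 6 (from 0), E15.5 against E14.5 in WT 12 (from 2), E16.5 against E14.5 in WT 32 (from 21), E16.5 against E15.5 in WT 5 (from 1), TGFβ3−/− against WT at E15.5 3 (from 0), TGFβ3+/− against WT at E15.5 5 (from 1), TGFβ3−/− against TGFβ3+/− at E15.5 1 (from 0), TGFβ3−/− against WT at E16.5 3 (from 0), TGFβ3+/− against WT at E16.5 2 (from 0). Other values with 36 libraries as separate samples: genes up from E14.5 to E15.5 in both TGFβ3−/− and WT 193 (from 74), genes up then down in WT 20 (from 6), genes up then down in TGFβ3−/− 1 (from 0).

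With only the 2 groups compared in the fit, the values that changed were as follows. Genes up with only the 2 groups compared in the fit: E15.5 against E14.5 in TGFβ3−/− 20 (from 208), E16.5 against E15.5 in TGFβ3−/− 39 (from 19), E15.5 against E14.5 in TGFβ3+/− 66 (from 175), E16.5 against E14.5 in TGFβ3+/− 281 (from 599), E16.5 against E15.5 in TGFβ3+/− 21 (from 65), E15.5 against E14.5 in WT 1 (from 206), E16.5 against E14.5 in WT 278 (from 954), E16.5 against E15.5 in WT 0 (from 250). Genes down with only the 2 groups compared in the fit: E15.5 against E14.5 in TGFβ3−/− 0 (from 23), E16.5 against E15.5 in TGFβ3−/− 5 (from 2), E15.5 against E14.5 in TGFβ3+/− 8 (from 20), E16.5 against E14.5 in TGFβ3+/− 23 (from 43), E16.5 against E15.5 in TGFβ3+/− 4 (from 7), E15.5 against E14.5 in WT 0 (from 10), E16.5 against E14.5 in WT 22 (from 81), E16.5 against E15.5 in WT 0 (from 12). Genotype calls with only the 2 groups compared in the fit: TGFβ3−/− against WT at E14.5 0 (from 1), TGFβ3+/− against WT at E14.5 0 (from 1), TGFβ3−/− against WT at E15.5 0 (from 1), TGFβ3+/− against WT at E15.5 0 (from 9), TGFβ3−/− against TGFβ3+/− at E15.5 0 (from 1). CP genes with only the 2 groups compared in the fit: E15.5 against E14.5 in TGFβ3−/− 0 (from 1), E15.5 against E14.5 in TGFβ3+/− 2 (from 1), E15.5 against E14.5 in WT 0 (from 2), E16.5 against E14.5 in WT 5 (from 21), E16.5 against E15.5 in WT 0 (from 1), TGFβ3+/− against WT at E15.5 0 (from 1). Other values with only the 2 groups compared in the fit: genes up from E14.5 to E15.5 in both TGFβ3−/− and WT 0 (from 74), genes up then down in WT 0 (from 6).

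With an adjusted p and no fold threshold, the values that changed were as follows. Genes up with adjusted p with no fold threshold: E15.5 against E14.5 in TGFβ3−/− 376 (from 208), E16.5 against E14.5 in TGFβ3−/− 1491 (from 745), E15.5 against E14.5 in TGFβ3+/− 267 (from 175), E16.5 against E14.5 in TGFβ3+/− 1141 (from 599), E15.5 against E14.5 in WT 338 (from 206), E16.5 against E14.5 in WT 1932 (from 954). Genes down with adjusted p with no fold threshold: E15.5 against E14.5 in TGFβ3−/− 171 (from 23), E16.5 against E14.5 in TGFβ3−/− 1417 (from 116), E15.5 against E14.5 in TGFβ3+/− 81 (from 20), E16.5 against E14.5 in TGFβ3+/− 582 (from 43), E15.5 against E14.5 in WT 26 (from 10), E16.5 against E14.5 in WT 794 (from 81), E16.5 against E15.5 in WT 91 (from 12). CP genes with adjusted p with no fold threshold: E15.5 against E14.5 in TGFβ3−/− 6 (from 1), E16.5 against E14.5 in TGFβ3−/− 56 (from 18), E15.5 against E14.5 in TGFβ3+/− 3 (from 1), E16.5 against E14.5 in TGFβ3+/− 28 (from 4), E16.5 against E14.5 in WT 60 (from 21), E16.5 against E15.5 in WT 8 (from 1).

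With a fold change of at least 2 and no test, the values that changed were as follows. Genes up with fold change of at least 2 with no test: E15.5 against E14.5 in TGFβ3−/− 457 (from 208), E16.5 against E15.5 in TGFβ3−/− 467 (from 19), E15.5 against E14.5 in TGFβ3+/− 458 (from 175), E16.5 against E15.5 in TGFβ3+/− 415 (from 65), E15.5 against E14.5 in WT 521 (from 206), E16.5 against E15.5 in WT 686 (from 250). Genes down with fold change of at least 2 with no test: E15.5 against E14.5 in TGFβ3−/− 115 (from 23), E16.5 against E15.5 in TGFβ3−/− 51 (from 2), E15.5 against E14.5 in TGFβ3+/− 131 (from 20), E16.5 against E14.5 in TGFβ3+/− 94 (from 43), E16.5 against E15.5 in TGFβ3+/− 136 (from 7), E15.5 against E14.5 in WT 58 (from 10), E16.5 against E14.5 in WT 134 (from 81), E16.5 against E15.5 in WT 104 (from 12). Genotype calls with fold change of at least 2 with no test: TGFβ3−/− against WT at E14.5 133 (from 1), TGFβ3+/− against WT at E14.5 161 (from 1), TGFβ3−/− against TGFβ3+/− at E14.5 91 (from 0), TGFβ3−/− against WT at E15.5 234 (from 1), TGFβ3+/− against WT at E15.5 295 (from 9), TGFβ3−/− against TGFβ3+/− at E15.5 103 (from 1), TGFβ3−/− against WT at E16.5 218 (from 0), TGFβ3+/− against WT at E16.5 302 (from 0), TGFβ3−/− against TGFβ3+/− at E16.5 126 (from 0). CP genes with fold change of at least 2 with no test: E15.5 against E14.5 in TGFβ3−/− 13 (from 1), E16.5 against E14.5 in TGFβ3−/− 30 (from 18), E16.5 against E15.5 in TGFβ3−/− 8 (from 0), E15.5 against E14.5 in TGFβ3+/− 15 (from 1), E16.5 against E14.5 in TGFβ3+/− 11 (from 4), E16.5 against E15.5 in TGFβ3+/− 9 (from 0), E15.5 against E14.5 in WT 13 (from 2), E16.5 against E14.5 in WT 32 (from 21), E16.5 against E15.5 in WT 9 (from 1), TGFβ3−/− against WT at E14.5 11 (from 0), TGFβ3+/− against WT at E14.5 6 (from 0), TGFβ3−/− against TGFβ3+/− at E14.5 3 (from 0), TGFβ3−/− against WT at E15.5 3 (from 0), TGFβ3+/− against WT at E15.5 7 (from 1), TGFβ3−/− against TGFβ3+/− at E15.5 4 (from 0), TGFβ3−/− against WT at E16.5 8 (from 0), TGFβ3+/− against WT at E16.5 7 (from 0), TGFβ3−/− against TGFβ3+/− at E16.5 4 (from 0). Other values with fold change of at least 2 with no test: genes up from E14.5 to E15.5 in both TGFβ3−/− and WT 217 (from 74), genes up then down in WT 39 (from 6), genes up then down in TGFβ3−/− 9 (from 0).

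With the lower-numbered lane alone, the values that changed were as follows. Genes up with lower-numbered lane only: E15.5 against E14.5 in TGFβ3+/− 105 (from 175), E16.5 against E15.5 in WT 163 (from 250). Genes down with lower-numbered lane only: E15.5 against E14.5 in TGFβ3−/− 12 (from 23), E16.5 against E15.5 in TGFβ3−/− 4 (from 2). Genotype calls with lower-numbered lane only: TGFβ3−/− against WT at E14.5 0 (from 1), TGFβ3+/− against WT at E14.5 0 (from 1), TGFβ3−/− against WT at E15.5 0 (from 1), TGFβ3+/− against WT at E15.5 5 (from 9), TGFβ3−/− against TGFβ3+/− at E15.5 3 (from 1), TGFβ3+/− against WT at E16.5 1 (from 0), TGFβ3−/− against TGFβ3+/− at E16.5 2 (from 0), TGFβ3−/− against WT, change from E14.5 to E15.5 0 (from 1), TGFβ3+/− against WT, change from E14.5 to E15.5 2 (from 4), TGFβ3−/− against TGFβ3+/−, change from E14.5 to E15.5 2 (from 0), TGFβ3+/− against WT, change from E15.5 to E16.5 2 (from 0), TGFβ3−/− against TGFβ3+/−, change from E15.5 to E16.5 1 (from 0). CP genes with lower-numbered lane only: E15.5 against E14.5 in TGFβ3−/− 0 (from 1), E16.5 against E15.5 in TGFβ3+/− 1 (from 0), E15.5 against E14.5 in WT 1 (from 2), E16.5 against E14.5 in WT 13 (from 21). Other values with lower-numbered lane only: genes up then down in WT 3 (from 6).

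With a replicate block, the values that changed were as follows. Genes up with replicate block: E16.5 against E15.5 in TGFβ3−/− 11 (from 19). Genes down with replicate block: E15.5 against E14.5 in TGFβ3−/− 15 (from 23). Genotype calls with replicate block: TGFβ3−/− against WT at E14.5 0 (from 1), TGFβ3+/− against WT at E14.5 0 (from 1), TGFβ3−/− against WT at E15.5 0 (from 1), TGFβ3+/− against WT at E15.5 0 (from 9), TGFβ3−/− against TGFβ3+/− at E15.5 0 (from 1), TGFβ3−/− against WT, change from E14.5 to E15.5 0 (from 1), TGFβ3+/− against WT, change from E14.5 to E15.5 0 (from 4). CP genes with replicate block: E16.5 against E15.5 in TGFβ3+/− 1 (from 0), TGFβ3+/− against WT at E15.5 0 (from 1). The replicate numbers do not pair the animals: the difference between replicates 1 and 2 of a group, correlated across genes with that of another group, ran from −0.518 to 0.231 (median −0.101) over 9 pairs of groups of one age and from −0.402 to 0.343 (median −0.0125) over 27 pairs of groups of different ages.

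With genes that have a value in all 18 animals (chosen after seeing the data), the values that changed were as follows. Genes up with genes with a value in all 18 animals: E16.5 against E15.5 in TGFβ3−/− 5 (from 19), E16.5 against E15.5 in TGFβ3+/− 31 (from 65), E16.5 against E15.5 in WT 89 (from 250). Genes down with genes with a value in all 18 animals: E15.5 against E14.5 in TGFβ3−/− 12 (from 23). Genotype calls with genes with a value in all 18 animals: TGFβ3−/− against WT at E14.5 0 (from 1), TGFβ3+/− against WT at E14.5 0 (from 1), TGFβ3−/− against WT at E15.5 0 (from 1), TGFβ3+/− against WT at E15.5 2 (from 9), TGFβ3−/− against WT, change from E14.5 to E15.5 0 (from 1), TGFβ3+/− against WT, change from E14.5 to E15.5 2 (from 4). CP genes with genes with a value in all 18 animals: E16.5 against E15.5 in WT 0 (from 1), TGFβ3+/− against WT at E15.5 0 (from 1). Other values with genes with a value in all 18 animals: genes up then down in WT 3 (from 6).

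With genes not listed taken as 0, the values that changed were as follows. Genes up with genes not listed taken as 0: E16.5 against E15.5 in TGFβ3−/− 97 (from 19), E15.5 against E14.5 in TGFβ3+/− 291 (from 175), E16.5 against E15.5 in TGFβ3+/− 102 (from 65), E16.5 against E15.5 in WT 409 (from 250). Genes down with genes not listed taken as 0: E16.5 against E15.5 in TGFβ3−/− 9 (from 2), E16.5 against E15.5 in TGFβ3+/− 11 (from 7), E15.5 against E14.5 in WT 20 (from 10), E16.5 against E15.5 in WT 30 (from 12). Genotype calls with genes not listed taken as 0: TGFβ3+/− against WT at E14.5 0 (from 1), TGFβ3−/− against TGFβ3+/− at E14.5 2 (from 0), TGFβ3−/− against WT at E15.5 5 (from 1), TGFβ3+/− against WT at E15.5 27 (from 9), TGFβ3−/− against TGFβ3+/− at E15.5 11 (from 1), TGFβ3−/− against WT at E16.5 1 (from 0), TGFβ3−/− against TGFβ3+/− at E16.5 1 (from 0), TGFβ3−/− against WT, change from E14.5 to E15.5 0 (from 1), TGFβ3+/− against WT, change from E14.5 to E15.5 8 (from 4), TGFβ3−/− against TGFβ3+/−, change from E14.5 to E15.5 2 (from 0), TGFβ3+/− against WT, change from E15.5 to E16.5 30 (from 0), TGFβ3−/− against TGFβ3+/−, change from E15.5 to E16.5 2 (from 0). CP genes with genes not listed taken as 0: E15.5 against E14.5 in TGFβ3+/− 2 (from 1), E16.5 against E15.5 in TGFβ3+/− 3 (from 0). Other values with genes not listed taken as 0: genes up from E14.5 to E15.5 in both TGFβ3−/− and WT 121 (from 74), genes up then down in WT 18 (from 6), genes up then down in TGFβ3−/− 2 (from 0), Ptpmt1, E15.5 against E14.5 in TGFβ3+/− 1.13 on the log2 scale (from −1.27 on the log2 scale).

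With the largest locus of a gene (chosen after seeing the data), the values that changed were as follows. Genes up with FPKM of the largest locus of a gene: E15.5 against E14.5 in TGFβ3+/− 109 (from 175), E16.5 against E15.5 in WT 152 (from 250). Genotype calls with FPKM of the largest locus of a gene: TGFβ3+/− against WT at E14.5 0 (from 1), TGFβ3−/− against TGFβ3+/− at E14.5 1 (from 0), TGFβ3−/− against WT at E15.5 0 (from 1), TGFβ3+/− against WT at E15.5 1 (from 9), TGFβ3−/− against TGFβ3+/− at E15.5 2 (from 1), TGFβ3+/− against WT, change from E14.5 to E15.5 0 (from 4), TGFβ3−/− against TGFβ3+/−, change from E14.5 to E15.5 1 (from 0), TGFβ3+/− against WT, change from E15.5 to E16.5 2 (from 0), TGFβ3−/− against TGFβ3+/−, change from E15.5 to E16.5 1 (from 0). CP genes with FPKM of the largest locus of a gene: E15.5 against E14.5 in TGFβ3−/− 0 (from 1), E15.5 against E14.5 in TGFβ3+/− 2 (from 1), E16.5 against E15.5 in WT 0 (from 1), TGFβ3+/− against WT at E15.5 0 (from 1). Other values with FPKM of the largest locus of a gene: Cflar, E16.5 against E15.5 in TGFβ3+/− 0.092 on the log2 scale (from −1.27 on the log2 scale), Cflar, TGFβ3+/− against WT at E15.5 −0.024 on the log2 scale (from 1.37 on the log2 scale), Cflar, TGFβ3−/− against TGFβ3+/− at E15.5 0.073 on the log2 scale (from −1.33 on the log2 scale).

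With median-ratio scaling, the values that changed were as follows. Genes up with median-ratio scaling: E16.5 against E15.5 in TGFβ3+/− 41 (from 65). Genotype calls with median-ratio scaling: TGFβ3+/− against WT at E15.5 5 (from 9), TGFβ3−/− against TGFβ3+/− at E15.5 2 (from 1), TGFβ3+/− against WT, change from E15.5 to E16.5 1 (from 0). CP genes with median-ratio scaling: TGFβ3+/− against WT at E15.5 0 (from 1).

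With loci over several genes kept (chosen after seeing the data), the values that changed were as follows. Genes down with loci over several genes kept: E16.5 against E15.5 in TGFβ3+/− 13 (from 7). Genotype calls with loci over several genes kept: TGFβ3−/− against WT at E14.5 5 (from 1), TGFβ3+/− against WT at E14.5 3 (from 1), TGFβ3−/− against TGFβ3+/− at E14.5 2 (from 0), TGFβ3−/− against WT at E15.5 5 (from 1), TGFβ3−/− against TGFβ3+/− at E15.5 6 (from 1), TGFβ3−/− against WT, change from E14.5 to E15.5 6 (from 1), TGFβ3−/− against TGFβ3+/−, change from E14.5 to E15.5 2 (from 0), TGFβ3−/− against WT, change from E15.5 to E16.5 3 (from 0), TGFβ3+/− against WT, change from E15.5 to E16.5 1 (from 0), TGFβ3−/− against TGFβ3+/−, change from E15.5 to E16.5 2 (from 0). Other values with loci over several genes kept: genes up then down in TGFβ3−/− 1 (from 0), Ccdc106, E15.5 against E14.5 in WT −1.16 on the log2 scale (from 3.47 on the log2 scale), Ccdc106, E16.5 against E14.5 in TGFβ3+/− 0.36 on the log2 scale (from −2.44 on the log2 scale), Ccdc106, E16.5 against E14.5 in WT −1.37 on the log2 scale (from 2.85 on the log2 scale).

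With no filter on low values, the values that changed were as follows. Genotype calls with no filter on low values: TGFβ3−/− against WT at E14.5 0 (from 1), TGFβ3+/− against WT at E14.5 0 (from 1), TGFβ3−/− against WT at E15.5 2 (from 1), TGFβ3−/− against WT, change from E14.5 to E15.5 0 (from 1), TGFβ3+/− against WT, change from E15.5 to E16.5 4 (from 0).

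With no mean-variance trend, the values that changed were as follows. Genotype calls with no mean-variance trend: TGFβ3−/− against WT at E15.5 2 (from 1), TGFβ3+/− against WT at E15.5 4 (from 9), TGFβ3−/− against WT, change from E14.5 to E15.5 0 (from 1), TGFβ3+/− against WT, change from E15.5 to E16.5 8 (from 0). CP genes with no mean-variance trend: TGFβ3+/− against WT at E15.5 0 (from 1).

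With fold change of the log10 values, the values that changed were as follows. Other values with fold change of the log10 values: percent of CP genes in p2, WT 0 (from 3.44), percent of CP genes in p4, WT 0 (from 0.382).

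With fold change and adjusted p, the values that changed were as follows. Other values with fold change and adjusted p: percent of CP genes in p2, WT 0.763 (from 3.44), percent of CP genes in p4, WT 0 (from 0.382).

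With untransformed FPKM, the values that changed were as follows. Other values with untransformed FPKM: median correlation of the 2 animals 0.957 (from 0.973), median correlation of the 2 lanes of an animal 0.967 (from 0.983).

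With genes at FPKM of at least 1 in at least 2 animals, the values that changed were as follows. Other values with genes at FPKM of at least 1 in at least 2 animals: median correlation of the 2 lanes of an animal 0.981 (from 0.983).

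With estimated correlation, the values that changed were as follows. Gene lists called by camera became 0 in all 18 comparisons, from 8, 9, 6, 9, 8, 8, 8, 11, 11, 3, 5, 4, 4, 8, 1, 6, 10, 6.

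Leaving out 1 animal at a time gave the following lowest and highest values, with the animal left out in parentheses by age, genotype and replicate number, where a lone sample left in a group is assumed to vary like the other groups. Genes up: E15.5 against E14.5 in TGFβ3−/− 24 (E15.5 TGFβ3−/− 2) to 82 (E15.5 TGFβ3−/− 1), E16.5 against E14.5 in TGFβ3−/− 461 (E16.5 TGFβ3−/− 1) to 683 (E16.5 TGFβ3−/− 2), E16.5 against E15.5 in TGFβ3−/− 3 (E16.5 TGFβ3−/− 1) to 46 (E16.5 TGFβ3−/− 2), E15.5 against E14.5 in TGFβ3+/− 22 (E14.5 TGFβ3+/− 2) to 175 (E14.5 TGFβ3+/− 1), E16.5 against E14.5 in TGFβ3+/− 393 (E14.5 TGFβ3+/− 2) to 562 (E16.5 TGFβ3+/− 2), E16.5 against E15.5 in TGFβ3+/− 10 (E16.5 TGFβ3+/− 1) to 47 (E16.5 TGFβ3+/− 2), E15.5 against E14.5 in WT 96 (E14.5 WT 2) to 296 (E15.5 WT 1), E16.5 against E15.5 in WT 83 (E15.5 WT 1) to 438 (E15.5 WT 2). Genes down: E15.5 against E14.5 in TGFβ3−/− 4 (E14.5 TGFβ3−/− 2) to 13 (E15.5 TGFβ3−/− 2), E16.5 against E14.5 in TGFβ3−/− 81 (E16.5 TGFβ3−/− 1) to 215 (E16.5 TGFβ3−/− 2), E16.5 against E15.5 in TGFβ3−/− 1 (E16.5 TGFβ3−/− 1) to 32 (E16.5 TGFβ3−/− 2), E15.5 against E14.5 in TGFβ3+/− 5 (E14.5 TGFβ3+/− 2) to 21 (E14.5 TGFβ3+/− 1), E16.5 against E14.5 in TGFβ3+/− 32 (E14.5 TGFβ3+/− 2) to 65 (E16.5 TGFβ3+/− 2), E16.5 against E15.5 in TGFβ3+/− 3 (E15.5 TGFβ3+/− 1) to 5 (E16.5 TGFβ3+/− 2), E15.5 against E14.5 in WT 6 (E14.5 WT 1) to 21 (E15.5 WT 2), E16.5 against E15.5 in WT 17 (E16.5 WT 1) to 53 (E15.5 WT 2). Genotype calls: TGFβ3−/− against WT at E14.5 1 (E14.5 TGFβ3−/− 2) to 2 (E14.5 TGFβ3−/− 1), TGFβ3+/− against WT at E14.5 0 (E14.5 TGFβ3+/− 2) to 2 (E14.5 WT 1), TGFβ3−/− against TGFβ3+/− at E14.5 0 (E14.5 TGFβ3−/− 2) to 2 (E14.5 TGFβ3−/− 1), TGFβ3−/− against WT at E15.5 3 (E15.5 TGFβ3−/− 2) to 28 (E15.5 WT 2), TGFβ3+/− against WT at E15.5 11 (E15.5 TGFβ3+/− 1) to 121 (E15.5 WT 2), TGFβ3−/− against TGFβ3+/− at E15.5 5 (E15.5 TGFβ3−/− 1) to 7 (E15.5 TGFβ3+/− 2), TGFβ3−/− against WT at E16.5 2 (E16.5 TGFβ3−/− 1) to 38 (E16.5 TGFβ3−/− 2), TGFβ3+/− against WT at E16.5 1 (E16.5 TGFβ3+/− 1) to 8 (E16.5 WT 2), TGFβ3−/− against TGFβ3+/− at E16.5 1 (E16.5 TGFβ3+/− 1) to 12 (E16.5 TGFβ3−/− 2), TGFβ3−/− against WT, change from E14.5 to E15.5 0 (E14.5 TGFβ3−/− 2) to 9 (E15.5 WT 1), TGFβ3+/− against WT, change from E14.5 to E15.5 0 (E14.5 TGFβ3+/− 2) to 15 (E15.5 WT 1), TGFβ3−/− against TGFβ3+/−, change from E14.5 to E15.5 0 (E14.5 TGFβ3−/− 1) to 2 (E15.5 TGFβ3+/− 2), TGFβ3−/− against WT, change from E15.5 to E16.5 0 (E16.5 TGFβ3−/− 2) to 6 (E15.5 WT 2), TGFβ3+/− against WT, change from E15.5 to E16.5 0 (E15.5 TGFβ3+/− 1) to 298 (E15.5 WT 2), TGFβ3−/− against TGFβ3+/−, change from E15.5 to E16.5 0 (E15.5 TGFβ3−/− 1) to 3 (E15.5 TGFβ3+/− 2). CP genes: E15.5 against E14.5 in TGFβ3−/− 0 (E14.5 TGFβ3−/− 1) to 0 (E14.5 TGFβ3−/− 1), E16.5 against E14.5 in TGFβ3−/− 7 (E16.5 TGFβ3−/− 1) to 16 (E16.5 TGFβ3−/− 2), E16.5 against E15.5 in TGFβ3−/− 0 (E15.5 TGFβ3−/− 1) to 1 (E16.5 TGFβ3−/− 1), E15.5 against E14.5 in TGFβ3+/− 0 (E14.5 TGFβ3+/− 2) to 3 (E14.5 TGFβ3+/− 1), E16.5 against E14.5 in TGFβ3+/− 3 (E16.5 TGFβ3+/− 1) to 10 (E14.5 TGFβ3+/− 1), E15.5 against E14.5 in WT 1 (E14.5 WT 1) to 7 (E15.5 WT 2), E16.5 against E14.5 in WT 11 (E14.5 WT 2) to 22 (E14.5 WT 1), E16.5 against E15.5 in WT 1 (E15.5 WT 1) to 8 (E15.5 WT 2), TGFβ3+/− against WT at E15.5 0 (E15.5 TGFβ3+/− 2) to 3 (E15.5 WT 2), TGFβ3−/− against TGFβ3+/− at E15.5 0 (E15.5 TGFβ3−/− 1) to 1 (E15.5 TGFβ3+/− 1). Other results: genes up from E14.5 to E15.5 in both TGFβ3−/− and WT 17 (E15.5 TGFβ3−/− 2) to 122 (E15.5 WT 1), genes up then down in WT 1 (E16.5 WT 1) to 23 (E15.5 WT 2), genes up then down in TGFβ3−/− 0 (E14.5 TGFβ3−/− 1) to 1 (E14.5 TGFβ3−/− 2), percent of CP genes in p4, WT 0 (E15.5 WT 1) to 1.57 (E15.5 WT 2). Adjusted p of gene lists from camera: cartilage, E16.5 against E15.5 in WT 2.53e-09 (E15.5 WT 2) to 0.857 (E15.5 WT 1), cartilage, TGFβ3−/− against WT at E14.5 9.36e-12 (E14.5 WT 2) to 0.919 (E14.5 WT 1), skeletal muscle, TGFβ3−/− against WT at E14.5 1.45e-06 (E14.5 TGFβ3−/− 2) to 0.919 (E14.5 WT 1), cartilage, TGFβ3+/− against WT at E14.5 1.61e-12 (E14.5 WT 2) to 0.295 (E14.5 WT 1), endothelium, TGFβ3+/− against WT at E14.5 1.11e-04 (E14.5 WT 2) to 0.595 (E14.5 WT 1), basal epithelium, TGFβ3−/− against TGFβ3+/− at E14.5 1.92e-08 (E14.5 TGFβ3−/− 2) to 0.697 (E14.5 TGFβ3+/− 2), cartilage, TGFβ3−/− against WT at E15.5 2.97e-15 (E15.5 WT 2) to 0.594 (E15.5 WT 1), hypoxia and glycolysis, TGFβ3−/− against WT at E15.5 1.12e-10 (E15.5 WT 1) to 0.682 (E15.5 WT 2), osteoblast and bone matrix, TGFβ3+/− against WT at E16.5 1.85e-04 (E16.5 TGFβ3+/− 2) to 0.991 (E16.5 TGFβ3+/− 1), neural, TGFβ3+/− against WT at E16.5 3.58e-05 (E16.5 TGFβ3+/− 2) to 0.928 (E16.5 TGFβ3+/− 1), skeletal muscle, TGFβ3−/− against TGFβ3+/− at E16.5 7.99e-10 (E16.5 TGFβ3+/− 2) to 0.840 (E16.5 TGFβ3+/− 1). Gene lists called by camera: TGFβ3−/− against WT at E14.5 2 (E14.5 WT 1) to 8 (E14.5 WT 2), TGFβ3+/− against WT at E14.5 2 (E14.5 TGFβ3+/− 2) to 8 (E14.5 WT 2), TGFβ3−/− against WT at E15.5 2 (E15.5 WT 1) to 12 (E15.5 WT 2), TGFβ3+/− against WT at E15.5 4 (E15.5 WT 1) to 10 (E15.5 WT 2), TGFβ3−/− against TGFβ3+/− at E15.5 1 (E15.5 TGFβ3+/− 1) to 3 (E15.5 TGFβ3−/− 1), TGFβ3−/− against WT at E16.5 3 (E16.5 TGFβ3−/− 1) to 10 (E16.5 WT 2), TGFβ3+/− against WT at E16.5 5 (E16.5 WT 1) to 13 (E16.5 WT 2), TGFβ3−/− against TGFβ3+/− at E16.5 3 (E16.5 TGFβ3+/− 1) to 8 (E16.5 TGFβ3−/− 1). The direction of a list reversed without E15.5 WT 1 (cartilage, E16.5 against E15.5 in WT, 0.857), E14.5 WT 1 (cartilage, TGFβ3−/− against WT at E14.5, 0.919), E14.5 TGFβ3−/− 1 (skeletal muscle, TGFβ3−/− against WT at E14.5, 0.814), E14.5 WT 1 (skeletal muscle, TGFβ3−/− against WT at E14.5, 0.919), E14.5 WT 1 (cartilage, TGFβ3+/− against WT at E14.5, 0.295), E14.5 WT 1 (endothelium, TGFβ3+/− against WT at E14.5, 0.595), E14.5 TGFβ3+/− 2 (basal epithelium, TGFβ3−/− against TGFβ3+/− at E14.5, 0.697), E14.5 TGFβ3−/− 1 (basal epithelium, TGFβ3−/− against TGFβ3+/− at E14.5, 0.556), E15.5 WT 1 (cartilage, TGFβ3−/− against WT at E15.5, 0.594), E15.5 WT 2 (hypoxia and glycolysis, TGFβ3−/− against WT at E15.5, 0.682), E16.5 TGFβ3+/− 1 (osteoblast and bone matrix, TGFβ3+/− against WT at E16.5, 0.991), E16.5 WT 1 (neural, TGFβ3+/− against WT at E16.5, 0.915) and E16.5 TGFβ3+/− 1 (skeletal muscle, TGFβ3−/− against TGFβ3+/− at E16.5, 0.840). The cause of these changes was not tested.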

Differences from the paper's values

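The paper counts transcripts past a fold change of 2 and the significance threshold of Cufflinks, whereas the counts here are of genes past a fold change of 2 and an adjusted p under 0.05 from limma, so the thresholds differ. An alternative reaches the paper's value where neither is more than 1.5 times the other, or for a correlation where they differ by no more than the SD over animals. All alternatives named here were set before the data were examined, except where the text says otherwise, and those not named did not reach the paper's value. Ranges under the alternatives are of those set before the data were examined.

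In TGFβ3−/− at E15.5 against E14.5, 231 genes changed (the paper's 1806), 208 were up (the paper's 1721) and 23 were down (the paper's 86). For decreases (E15.5 against E14.5, TGFβ3−/−) the paper's value was reached with 36 libraries as separate samples (63) and fold change of at least 2 with no test (115). No alternative reached it for genes changed, the values being 20 to 572 or genes up, the values being 20 to 457. At E16.5 against E14.5 in TGFβ3−/−, 861 genes changed (the paper's 2096) and 745 were up (the paper's 1941). For all changes together (E16.5 against E14.5, TGFβ3−/−) the paper's value was reached with adjusted p with no fold threshold (2908). For increases (E16.5 against E14.5, TGFβ3−/−) the paper's value was reached with adjusted p with no fold threshold (1491). For E16.5 against E15.5, TGFβ3−/− had 21 genes changed (the paper's 747), 19 up (the paper's 629) and 2 down (the paper's 118). For all changes together (E16.5 against E15.5, TGFβ3−/−) the paper's value was reached with fold change of at least 2 with no test (518). For increases (E16.5 against E15.5, TGFβ3−/−) the paper's value was reached with fold change of at least 2 with no test (467). No alternative reached it for genes down, the values being 1 to 51.

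In TGFβ3+/− at E15.5 against E14.5, 195 genes changed (the paper's 1170), 175 were up (the paper's 1063) and 20 were down (the paper's 108). For decreases (E15.5 against E14.5, TGFβ3+/−) the paper's value was reached with 36 libraries as separate samples (73), adjusted p with no fold threshold (81) and fold change of at least 2 with no test (131). No alternative reached it for genes changed, the values being 27 to 589 or genes up, the values being 22 to 458. At E16.5 against E14.5 in TGFβ3+/−, 642 genes changed (the paper's 1262), 599 were up (the paper's 1181) and 43 were down (the paper's 81). For all changes together (E16.5 against E14.5, TGFβ3+/−) the paper's value was reached with pseudocount 0.1 (864), genes not listed taken as 0 (873), adjusted p with no fold threshold (1723) and fold change of at least 2 with no test (879). For increases (E16.5 against E14.5, TGFβ3+/−) the paper's value was reached with pseudocount 0.1 (801), genes not listed taken as 0 (825) and adjusted p with no fold threshold (1141). For decreases (E16.5 against E14.5, TGFβ3+/−) the paper's value was reached with pseudocount 0.1 (63), values scaled to a common sum (74), 36 libraries as separate samples (64), without E16.5 TGFβ3+/− replicate 2 (65) and fold change of at least 2 with no test (94). For E16.5 against E15.5, TGFβ3+/− had 72 genes changed (the paper's 783), 65 up (the paper's 574) and 7 down (the paper's 209). For all changes together (E16.5 against E15.5, TGFβ3+/−) the paper's value was reached with fold change of at least 2 with no test (551). For increases (E16.5 against E15.5, TGFβ3+/−) the paper's value was reached with fold change of at least 2 with no test (415). No alternative reached it for genes down, the values being 3 to 136.

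In WT at E15.5 against E14.5, 216 genes changed (the paper's 5966), 206 were up (the paper's 5945) and 10 were down (the paper's 21). For decreases (E15.5 against E14.5, WT) the paper's value was reached with pseudocount 0.1 (14), values scaled to a common sum (19), 36 libraries as separate samples (31), genes not listed taken as 0 (20), without E15.5 WT replicate 1 (14), without E15.5 WT replicate 2 (21) and adjusted p with no fold threshold (26). No alternative reached it for genes changed, the values being 1 to 579 or genes up, the values being 1 to 521. At E16.5 against E14.5 in WT, 1035 genes changed (the paper's 1903) and 954 were up (the paper's 1835). For all changes together (E16.5 against E14.5, WT) the paper's value was reached with pseudocount 0.1 (1370), 36 libraries as separate samples (1337), adjusted p with no fold threshold (2726) and fold change of at least 2 with no test (1489). For increases (E16.5 against E14.5, WT) the paper's value was reached with pseudocount 0.1 (1263), 36 libraries as separate samples (1226), adjusted p with no fold threshold (1932) and fold change of at least 2 with no test (1355). For E16.5 against E15.5, WT had 262 genes changed (the paper's 2256), 250 up (the paper's 417) and 12 down (the paper's 1839). For increases (E16.5 against E15.5, WT) the paper's value was reached with values scaled to a common sum (290), 36 libraries as separate samples (541), genes not listed taken as 0 (409), without E15.5 WT replicate 2 (438), without E16.5 WT replicate 2 (400) and adjusted p with no fold threshold (335). No alternative reached it for genes changed, the values being 0 to 790 or genes down, the values being 0 to 104.

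The paper's discussion gives 2770 changed genes between E14.5 and E15.5 in TGFβ3−/− and 1993 in TGFβ3+/−, against 231 and 195 here, and no alternative reached either. Genes up in both TGFβ3−/− and WT over that day numbered 74 (the paper's 1030, and 0 to 193 under the alternatives), and 217 with a fold change of at least 2 and no test, chosen after seeing the values. They were 35.6% of the genes up in TGFβ3−/− (the paper's 60%). The paper's percent was reached with pseudocount 0.1 (42.1) and 36 libraries as separate samples (47.4). It was also reached without each of E14.5 replicate 1, E14.5 replicate 2, E15.5 replicate 1 and E15.5 replicate 2 of TGFβ3−/−. Without E15.5 WT replicate 1 the share within that fit was not computed. Of the alternatives chosen after seeing the values, the largest locus of a gene (43.3) and a fold change with no test (47.5) reached the paper's percent. How many of the paper's shared genes either drops could not be counted because the available lists are incomplete. Up and then down in WT were 6 genes (the paper's 1792, 0 to 23 under the alternatives, and 39 with a fold change and no test, chosen after seeing the values), or 2.91% (the paper's 30%, and 0 to 12.4 under the alternatives).

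Of the CP genes in WT, 92.4% were in p1 (the paper's 29%, and 82.3 to 98.9 under the alternatives), 3.44% in p2 (the paper's 32%, and 0 to 5.08 under the alternatives) and 0.382% in p4 (the paper's 23%, and 0 to 1.57 under the alternatives). The median correlation of the 2 lanes of an animal was 0.983 (the paper's 0.98, the same at its 2 decimals, but further off than the SD over animals of 0.00146), and the paper's value was reached with genes at FPKM of at least 1 in at least 2 animals (0.981).

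Gene by gene, the pattern was that of Additional file 9 for 242 of 259 CP genes in TGFβ3−/−, 239 of 259 in TGFβ3+/− and 80 of 262 in WT. Of the 144 CP genes the paper places among those rising to E15.5 in WT, 10 did so here. Table 5 of the paper spreads the TGFβ genes over several WT patterns, with Tgfb3 in p2, whereas all 14 with a value were in p1 here, among them Bmp2, Map2k2 and Tgfbr1, which the paper places there too. In TGFβ3−/− Tgfb1 is in p2 in the paper and in p1 here. Table 3 has its genes in p1 in TGFβ3−/− alone. Of 7 with a value, 5 were in p1 in TGFβ3−/− here, and Lhx8 was in p6 and Six3 in p3. In WT, Foxc2 was in p6 as in the paper, whereas Chrng, H19, Lhx8, Meox2, Shh and Six3 were in p1, and in TGFβ3+/− Foxc2 was in p8 and Lhx8 and Meox2 in p6 as in the paper, whereas Chrng, H19 and Shh were in p1 and Six3 in p3.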

Other observations

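The tests of gene lists below are those set before the data were examined, and no test in this part was chosen after its result was seen.

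From E15.5 to E16.5, Krt4, a keratin of mucosal epithelium, rose in TGFβ3−/− and TGFβ3+/−. It went from 12.3 ± 1.78 to 152 ± 38.4 FPKM in TGFβ3−/− (SD, n = 2), a log2 fold change of 3.50 (standard error 0.45, adjusted p = 0.0166 from limma), and from 9.48 ± 1.13 to 134 ± 36.0 in TGFβ3+/− (3.67, adjusted p = 0.00596 from limma), and stood at 27.1 ± 23.5 and 58.4 ± 1.65 in WT. The call was lost without E15.5 TGFβ3−/− replicate 1 (0.124) and E16.5 TGFβ3−/− replicate 1 (0.138) and without E16.5 TGFβ3+/− replicate 1 (0.0538). Of the genes of periderm and cornified epithelium 1 of 15 were up in TGFβ3−/−, 7 of 16 in TGFβ3+/− and 1 of 17 in WT (10, 14 and 3 adjusted over the list alone). Hbb-y, an embryonic globin, fell in each genotype, by log2 fold changes of −4.45, −3.25 and −4.26 (adjusted p = 0.00653, 0.0167 and 0.00299 from limma), a call lost without E16.5 TGFβ3−/− replicate 1 (0.0701) and without E15.5 TGFβ3+/− replicate 1 (0.114), E16.5 TGFβ3+/− replicate 1 (0.0777) and E16.5 TGFβ3+/− replicate 2 (0.0781). Tmem212, a gene of ciliated cells, rose by 3.33 in WT and 2.81 in TGFβ3−/− (adjusted p = 0.00660 and 0.0486 from limma), the latter lost without E15.5 TGFβ3−/− replicate 1 (0.226), E15.5 TGFβ3−/− replicate 2 (0.0866) and E16.5 TGFβ3−/− replicate 1 (0.272). In all, 19 genes were up and 2 down in TGFβ3−/−, 65 and 7 in TGFβ3+/− and 250 and 12 in WT (1763, 1716 and 2267 at an unadjusted p under 0.05), and by adjusted p alone 20 and 2, 78 and 10, and 335 and 91. The counts in TGFβ3−/− were 6, 3 and 46 up without E15.5 replicate 1, E16.5 replicate 1 and E16.5 replicate 2, and 1 and 32 down without the last 2 of these. In TGFβ3+/− 16, 14 and 10 were up without E15.5 replicate 1, E15.5 replicate 2 and E16.5 replicate 1, and down 3 without E15.5 replicate 1, 4 without E15.5 replicate 2 and 4 without E16.5 replicate 1. WT had 83, 438 and 400 up without E15.5 replicate 1, E15.5 replicate 2 and E16.5 replicate 2, and down 21 without E15.5 replicate 1, 53 without E15.5 replicate 2 and 23 without E16.5 replicate 2. With only the 2 groups compared in the fit the counts were 39, 21 and 0 up and 5, 4 and 0 down in TGFβ3−/−, TGFβ3+/− and WT. The change between the ages correlated across genes at r = 0.543 between TGFβ3−/− and TGFβ3+/−, 0.441 between TGFβ3−/− and WT and 0.152 between TGFβ3+/− and WT. The test of a difference between TGFβ3+/− and WT in this change called 0 genes by limma (1573 unadjusted), but 5 without E15.5 TGFβ3+/− replicate 2 or E15.5 WT replicate 1, 298 without E15.5 WT replicate 2, 1 without E16.5 TGFβ3+/− replicate 1 and 2 without E16.5 WT replicate 2.

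From E14.5 to E16.5, in TGFβ3−/−, TGFβ3+/− and WT in turn, of the genes of skeletal muscle 8 of 23, 2 of 23 and 0 of 23 were up (10, 2 and 0 adjusted over the list alone, and 10, 5 and 3 at an unadjusted p under 0.05). That list had adjusted p = 2.51e-05, 0.0244 and 0.559 from camera, and adjusted p = 0.516, 0.874 and 0.869 with an estimated correlation, and the call was lost without E14.5 TGFβ3+/− replicate 1 (0.672) and E16.5 TGFβ3+/− replicate 2 (0.812). Acta1, skeletal muscle actin, went from 46.3 ± 27.6 to 287 ± 27.2 FPKM in TGFβ3−/− (log2 fold change 2.74, adjusted p = 0.0204 from limma), a call lost without E14.5 TGFβ3−/− replicate 1 (0.136), E16.5 TGFβ3−/− replicate 1 (0.101) and E16.5 TGFβ3−/− replicate 2 (0.0554). Of cartilage genes 5 of 17, 1 of 17 and 2 of 17 were up (10, 0 and 2 adjusted over the list alone). Among genes that respond to TGFβ, 4 of 19, 3 of 18 and 4 of 19 were up (4, 4 and 4 adjusted over the list alone). Regulators of epithelial-mesenchymal transition went both ways, in that 1 of 13, 1 of 13 and 2 of 14 were up (1, 1 and 2 adjusted over the list alone), and 2 of 13, 1 of 13 and 1 of 14 were down (2, 1 and 1 adjusted over the list alone). Of neural genes 0 of 22, 0 of 20 and 3 of 22 were up (0, 0 and 0 adjusted over the list alone, and 2, 1 and 12 at an unadjusted p under 0.05), with adjusted p = 0.0569, 0.894 and 0.0115 from camera, and adjusted p = 0.680, 1.00 and 0.650 with an estimated correlation, and the call was lost without E14.5 WT replicate 1 (0.112) and E16.5 WT replicate 1 (0.212). Among those of choroid plexus and retinal pigment epithelium 1 of 7, 1 of 7 and 2 of 6 were up (2, 1 and 2 adjusted over the list alone). Of tooth genes 1 of 3, 1 of 3 and 0 of 2 were up (1, 1 and 0 adjusted over the list alone, and 1, 2 and 0 at an unadjusted p under 0.05). Salivary and mucous gland genes had no measured member in TGFβ3−/−, 0 of 1 up in TGFβ3+/− (0 unadjusted, by limma) and 1 of 1 up in WT. In the hedgehog pathway 1 of 16, 1 of 16 and 1 of 16 were up (1, 2 and 1 adjusted over the list alone). Among stress and immediate early genes 1 of 11, 2 of 11 and 1 of 11 were up (1, 2 and 1 adjusted over the list alone), and in hypoxia and glycolysis 2 of 15, 2 of 15 and 3 of 15 were up (1, 3 and 3 adjusted over the list alone). Of replication-dependent histones 2 of 6, 1 of 6 and 2 of 4 were up (2, 1 and 2 adjusted over the list alone), and 1 of 6, 0 of 6 and 0 of 4 were down (1, 0 and 0 adjusted over the list alone, and 5, 3 and 4 at an unadjusted p under 0.05). Among genes of cytoplasmic ribosomal proteins 1 of 22, 0 of 22 and 0 of 22 were down (0, 0 and 0 adjusted over the list alone, and 8, 2 and 3 at an unadjusted p under 0.05), with adjusted p = 0.124, 0.807 and 0.309 from camera.

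Cell cycle genes had 0 of 23, 23 and 23 called by limma (17, 16 and 18 at an unadjusted p under 0.05), with adjusted p = 2.73e-08, 5.00e-09 and 1.64e-11 from camera, and adjusted p = 0.158, 0.135 and 0.159 with an estimated correlation, all toward lower levels. Pituitary genes had 0 of 3, 3 and 3 called by limma (0, 0 and 0 at an unadjusted p under 0.05) and adjusted p = 0.740, 0.894 and 0.784 from camera. Endothelial genes had 0 of 12, 12 and 12 called by limma (0, 0 and 3 at an unadjusted p under 0.05) and adjusted p = 0.740, 1.00 and 0.344 from camera. Genes of mitochondrial oxidative phosphorylation had 0 of 17, 17 and 17 called by limma (5, 0 and 1 at an unadjusted p under 0.05) and adjusted p = 0.168, 0.309 and 0.622 from camera, and housekeeping genes 0 of 11, 11 and 10 called by limma (5, 3 and 3 at an unadjusted p under 0.05) and adjusted p = 0.916, 0.807 and 0.484 from camera. Sex-linked genes had 0 of 4, 1 and 1 called by limma (0, 0 and 0 at an unadjusted p under 0.05) and were too few for camera.

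The sex-linked genes differed between the 2 animals of several groups. Xist, expressed from the inactive X of females, was at 146 and 122 FPKM in the E15.5 TGFβ3−/− animals and had no value in those of E16.5, where Ddx3y of the Y was at 15.8 in each. At E15.5 in WT, Xist was at 133 in replicate 1 and 0.648 in replicate 2, and Ddx3y at 10.9 in replicate 2. In E14.5 WT replicate 2, Xist was at 128 while Ddx3y was at 1.75, Eif2s3y at 2.17, Kdm5d at 1.39 and Uty (chosen after its values were seen) at 0.790, against 14.0, 23.5, 8.18 and 6.18 in replicate 1. In E14.5 TGFβ3−/− replicate 2, Xist was at 17.2 beside Ddx3y at 10.2, and replicate 1 had Ddx3y at 11.2 and no value for Xist. The E14.5 TGFβ3+/− animals had Xist at 103 and 136 and the E16.5 WT animals at 63.1 and 101, with no value for the Y genes in either group. So TGFβ3−/− against TGFβ3+/− at E14.5, TGFβ3−/− against WT at E16.5 and each change of TGFβ3−/− to or from E15.5 also set animals with Ddx3y at 10.2 FPKM or more against animals with Ddx3y at 0.210 or with no value and Xist at 63.1 or more. Sex was not in the model. Whether each replicate held tissue of 1 embryo was not tested.

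More genes up from E14.5 to E15.5 in WT than in TGFβ3−/−, as the paper has it, was not seen with all animals, where the ratio of the 2 counts was 0.990. It was 0.889 without E15.5 WT replicate 2 and 1.42 without replicate 1, and with median-ratio scaling it was 0.761. The ratios without an E15.5 WT replicate set the WT count of that fit against the TGFβ3−/− count of the fit with all animals. Whether 1 E15.5 WT animal or the scaling of FPKM shapes the paper's pattern cannot be told from these values. The pattern itself is absent with all animals. A difference between genotypes over that day remains open.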
